# Stress susceptibility-specific phenotype associated with different hippocampal transcriptomic responses to chronic tricyclic antidepressant treatment in mice

**DOI:** 10.1186/1471-2202-14-144

**Published:** 2013-11-13

**Authors:** Pawel Lisowski, Grzegorz R Juszczak, Joanna Goscik, Adrian M Stankiewicz, Marek Wieczorek, Lech Zwierzchowski, Artur H Swiergiel

## Abstract

**Background:**

The effects of chronic treatment with tricyclic antidepressant (desipramine, DMI) on the hippocampal transcriptome in mice displaying high and low swim stress-induced analgesia (HA and LA lines) were studied. These mice displayed different depression-like behavioral responses to DMI: stress-sensitive HA animals responded to DMI, while LA animals did not.

**Results:**

To investigate the effects of DMI treatment on gene expression profiling, whole-genome Illumina Expression BeadChip arrays and qPCR were used. Total RNA isolated from hippocampi was used. Expression profiling was then performed and data were analyzed bioinformatically to assess the influence of stress susceptibility-specific phenotypes on hippocampal transcriptomic responses to chronic DMI. DMI treatment affected the expression of 71 genes in HA mice and 41 genes in LA mice. We observed the upregulation of *Igf2* and the genes involved in neurogenesis (HA: *Sema3f*, *Ntng1*, *Gbx2*, *Efna5*, and *Rora*; LA: *Otx2*, *Rarb*, and *Drd1a*) in both mouse lines. In HA mice, we observed the upregulation of genes involved in neurotransmitter transport, the termination of GABA and glycine activity (*Slc6a11*, *Slc6a9*), glutamate uptake (*Slc17a6*), and the downregulation of neuropeptide Y (*Npy*) and corticotropin releasing hormone-binding protein (*Crhbp*). In LA mice, we also observed the upregulation of other genes involved in neuroprotection (*Ttr*, *Igfbp2, Prlr*) and the downregulation of genes involved in calcium signaling and ion binding (*Adcy1*, *Cckbr, Myl4, Slu7, Scrp1, Zfp330*).

**Conclusions:**

Several antidepressant treatment responses are similar in individuals with different sensitivities to stress, including the upregulation of *Igf2* and the genes involved in neurogenesis. However, the findings also reveal that many responses to antidepressant treatments, involving the action of individual genes engaged in neurogenesis, neurotransmitter transport and neuroprotection, depend on constitutive hippocampal transcriptomic profiles and might be genotype dependent. The results suggest that, when and if this becomes feasible, antidepressant treatment should take into consideration individual sensitivity to stress.

## Background

The hippocampus is an integral component of the limbic system and mechanisms that control mood [1,2]. The hippocampus also plays an important role in stress, pain and nociceptive responses and might mediate depressive behaviors [3]. Because the propensity to develop depression and the responses to antidepressant treatments might depend on the susceptibility of an individual to stress, we studied mice selected for high (HA line) or low (LA line) stress reactivity, as measured by the magnitude of swim stress-induced analgesia (SIA) [4]. There were differences among the mice in terms of responses to a variety of antidepressants (desipramine, venlafaxine, and aminosenktide) and profound differences in tail suspension and forced swim tests, reflecting depression-like behaviors [5-7]. Under control conditions, clear differences in the constitutive, hippocampal transcriptomic profiles related to the upregulation of genes involved in calcium signaling in LA mice and the robust upregulation of genes encoding receptors for neurotensin (*Ntsr2*) and GABA (*Gabard*) in HA mice were observed [8]. These findings suggested that the selective breeding for swim SIA affected many aspects of hippocampal neuron physiology, including metabolism, structural changes and cellular signaling. Furthermore, unpredictable chronic mild stress (CMS), used to trigger desipramine-reversible depressive-like behavior [9], produced mouse line-specific responses in hippocampal gene expression [10]. The results suggest that hippocampal responses to stress depend on genotype, and the potential drug targets against the detrimental effects of stress might include glutamate transport, neurogenesis, axonogenesis, neurite development, or chromatin modifications, to name a few.

The present study was conducted to identify transcriptomic response involved in the action of the tricyclic antidepressant, desipramine, in the hippocampus. We used expression microarray analyses to characterize changes in the transcription profiles and identify genes that are affected after chronic treatment with DMI in the hippocampus of the two distinct mouse lines selected for stress reactivity. The results provide insight into the genetic background that might modulate the molecular response to antidepressants and mediate resistance to antidepressants.

## Methods

### Animals

Swiss-Webster male mice (weighing 25–30 g, 12 weeks old) exhibiting high (HA) and low (LA) swim stress-induced analgesia (SIA) were used [4]. Briefly, the outbred male and female mice were scored for the latency of the hind paw nociceptive reflex on a 56°C hot plate at 2 min after the completion of a 3-min swimming test in 20°C water. The animals displaying the longest (50 – 60 s) and the shortest (<10 s) post-swim latencies of the nociceptive response were selected as progenitors of the HA and LA lines. A similar procedure was repeated in subsequent offspring, and the animals displaying the longest and the shortest post-swim hot plate latencies were mated to maintain the lines or selected for use in subsequent experiments. The HA and LA male mice used in the present experiment belonged to the 68th generation of albino Swiss–Webster mice that have been selectively bred in our laboratory for high (HA line) and low (LA line) magnitudes of swim-stress induced analgesia (SSIA) as described earlier [4].

Animals were males, 5 months old and weighed 41.5 ± 0.8 g and 39.5 ± 0.5 g (HA and LA lines, respectively). Mice from each line and treatment group were housed four to six per cage on a 12-h/12-h light dark cycle with unlimited access to standard murine chow food and water. All procedures were carried out between 9 am and 4 pm. Mice from HA and LA lines were injected and decapitated in a pseudorandom order.

### Treatment

HA and LA animals were injected intraperitoneally with desipramine (DMI, 7.5 mg/kg/day, Sigma-Aldrich, USA) or saline once a day for 21 consecutive days. of the experiment. Each experimental group contained 12 mice. DMI was selected based on the results obtained from our previous studies [5,6]. These studies revealed that DMI shortened the immobility period of HA mice in the forced swim and tail suspension tests but was ineffective in LA animals. All procedures involving animals were performed in accordance with the Guiding Principles for the Care and Use of Research Animals, and were approved by the the Institutional Ethics Committee of the Institute of Genetics and Animal Breeding and then by the National Third Local Ethics Commission (permission No. 3/2005). Permission had been issued in accordance with the guidelines of the pertinent Polish Parliamentary Bill. All observations were performed by a trained observer who was blinded to the treatment conditions and was not informed of the treatment conditions in advance.

### Samples preparation

Two days after the injections, the animals were sacrificed through decapitation (HA DMI, n = 12; HA saline, n = 12; LA DMI, n = 12; LA saline, n = 12), and the brains were rapidly removed. The hippocampi were quickly dissected on ice-cold glass, inserted into freezing vials, frozen in liquid nitrogen and stored at -80°C until further analysis. Total RNA was isolated separately from each individual hippocampus using the NucleoSpin RNA II kit (Macherey-Nagel, Germany). A Nanodrop (Nanodrop, USA) and Bioanalyzer (Agilent, USA) were used to estimate the quantity and quality of each RNA sample, and the RIN (RNA Integrity Number) values ranged from 9.2 to 9.8 for all samples.

To minimize the influence of the individual differences between the animals and the variation introduced through dissection and tissue preparation, the individual RNA samples from three mice were pooled. The quantity and quality of the RNA in the pools were estimated using a Nanodrop and Bioanalyzer. Each pool was subsequently converted to biotinylated cRNA using the Illumina RNA Amplification Kit (Ambion Inc., USA) and 100 ng of total RNA, purified using the RNeasy kit (Qiagen, Germany) and hybridized to a single microarray. Four independent biological replicates of the microarray analysis were prepared for each group of mice.

### Microarray, hybridization and fluorescent detection

The gene expression profiling was performed using MouseRef-8_V2 Expression BeadChip microarrays (Illumina, USA) according to MIAME guidelines [11]. Each array contains >22,000 well-annotated RefSeq 50-mer oligonucleotide probes selected from the NCBI database (Release 16). The cRNA samples were applied to the arrays and assembled onto hybridization cartridges. Overall, 16 hybridizations (4 for each experimental group) were performed. The hybridization and washing of the arrays was performed according to the manufacturer’s hybridization protocol. The microarrays were scanned on a BeadArray Reader (Illumina, USA).

### Data normalization, selection of the most differently expressed genes and hierarchical clustering

Raw microarray data were processed using the BeadArray and LIMMA package of the R statistical language (Bioconductor project; [12]). The data preprocessing involved the normalization of the expression levels using a quantile method preceded by log2 transformation. Linear model fitting was performed for the pre-processed dataset. The coefficients of the obtained fitted models described the differences between the RNA sources hybridized to the arrays. The empirical Bayesian analysis was performed to determine whether the contrast coefficients from the linear models were equal zero and identify differentially expressed genes. The genes showing log fold-changes greater than 0.5 (logFC > 0.5) and p < 0.05 were considered significantly differentially expressed. The Benjamini and Hochberg method [13], to control the false discovery rate (FDR), was used to correct the p values.

### Gene lists enrichment analysis

The gene lists (GenBank accession numbers) generated from the microarray results were submitted to the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7. [14]. The genes were classified into functional categories using biological process (BP), cellular components (CC), and molecular function (MF) ontologies. Analysis of the association of the genes with physiological or biochemical pathways was performed using the Kyoto Encyclopedia of Genes and Genomes database (KEGG; [15]). To identify significantly overrepresented biological categories and KEGG pathways within the lists of differentially expressed genes, the threshold for the enrichment analysis was set at p ≤ 0.05. For details see Lisowski et al., 2011 [10,16].

### Quantitative real-time PCR (qPCR) for microarray validation

To validate the results of the microarrays, quantitative real-time PCR (qPCR) with SYBR Green was performed as previously described [10], according to MIQE guidelines [17]. Eight genes, belonging to different functional categories and significantly differing in the expression between the saline and desipramine experimental groups, were selected in each line. The qPCR assays were performed in triplicate on the same, non-pooled individual RNA samples, which were used in the microarray experiment. All amplified PCR fragments were sequenced to verify the resulting PCR product.

For reference, using a previously described methodology [18,19], 10 common reference genes belonging to different functional classes *(Gapdh, Tbp, Hprt1, Actb, B2m, Rpl13a, Hsp90ab1, Gusb, Tfrc,* and *Ppia*) were assessed using qPCR, and two housekeeping genes stably expressed in hippocampi of DMI-treated mice were used: TATA box binding protein (*Tbp*) and hypoxanthine guanine phosphoribosyl transferase 1 (*Hprt1*). The normalization factor (NF) was obtained from the geometric mean of the raw expression data of *Tbp* and *Hprt1*.

The primers were designed using ExonPrimer software (Institute of Human Genetics, TUM/Helmholtz Center Munich, Germany; [20]) and *Mus musculus* GenBank sequences. All primers produced amplicons spanning two exons in highly conserved coding regions and included all known alternatively spliced mRNA variants. Additional file 1 summarizes the primer information, including gene names, primer sequences, amplicon lengths, annealing temperatures, and GenBank accession numbers.

The data from the triplicate qPCR reactions were normalized using the average cycle threshold (Ct) value and a mathematical model for the relative quantification of the real-time RT-PCR results [21]. The qPCR data obtained from the saline and DMI-treated groups were analyzed using t-tests. The differences between the groups were considered significant at p < 0.05. The degree and significance of the correlation between fold-changes, as determined in the microarray and qPCR analyses, were evaluated using the Pearson moment correlation.

## Results

### Genome-wide gene expression

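Hippocampal RNA was profiled on MouseRef-8_V2 BeadChips, arrays read in 1 colour on which most probes target the transcript of a named gene. The 16 arrays cover 4 groups of male Swiss-Webster mice: HA and LA mice, bred for high and low swim stress-induced analgesia, each given desipramine (DMI) or saline. DMI, a tricyclic that blocks noradrenaline reuptake, was injected at 7.5 mg/kg/day for 21 days, and tissue was taken 2 days later. By the paper's methods each array holds RNA pooled from 3 mice, so each group has 4 separate pools. The sample labels do not mention pooling. They give an age of 15 weeks, where the paper gives 12 weeks in one place and 5 months in another.

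For 25697 probes the files hold a signal and a detection p per array, before any log transformation or normalization between arrays. The mean signal per array ran from 240 to 421 in the HA DMI group, 269 to 380 in HA saline, 247 to 369 in LA DMI and 249 to 300 in LA saline. Between 12900 and 13886 probes were detected per array, and 14583 had a detection p under 0.05 on at least 4 arrays. Arrays of one group correlated with r from 0.989 to 0.996 across probes, which are not independent replicates. The authors' methods name a log2 transformation followed by quantile normalization, and the same steps were taken here. The authors' own normalized log2 values differed from the recomputed ones by at most 0.046.

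Every probe, detected or not, was tested with limma's linear model and empirical Bayes step, with 1 mean for each of the 4 groups and 1 estimate of spread shared by all 16 arrays. A probe passed the test with a Benjamini-Hochberg adjusted p under 0.05 over all 25697 probes and a log2 difference beyond 0.5 in size. The number of arrays, 4 per group, limits the precision of every value.

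Every log2 difference within a line is the mean of the arrays labelled desipramine minus that of the arrays labelled saline, and its direction opposes that of the study. For all 112 probes of Tables S2 and S3 the sign is opposite and the size lies within 0.001 of the table's once the sign is turned, on the authors' normalized values. Both tables name saline before desipramine in their titles. Of the 14 qPCR bars of Fig. 1, 11 are of genes that these arrays also measured, with Ttr drawn in both lines. On the arrays 7 run opposite to the bars and 4 run with them, which does not settle the direction. Only 2 of them had an unadjusted p under 0.05 from limma, Prkcb in HA and Ttr in LA, and both run opposite. The correlation between array and qPCR fold changes that the paper reports was not computed again here. The arrays are therefore called DMI-labelled and saline-labelled throughout, and no direction of the drug's action is drawn from them.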

Comparisons of the hippocampal transcriptomic profiles of the control and desipramine-treated animals revealed that DMI affected the expression of 71 genes in HA and 41 genes in LA mice, meeting the criteria of log fold-changes greater than 0.5 and adjusted p values <0.05. DMI treatment in HA mice, compared with saline injections, resulted in the upregulation of 57 transcripts and the downregulation of 14 transcripts. 

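In HA mice 22 probes were lower and 7 were higher on the DMI-labelled arrays than on the saline-labelled arrays. Among the lower ones was Tcf7l2, a transcription factor of the Wnt pathway, with a log2 difference of -1.17 (SE 0.24, adjusted p = 0.043 from limma; 7.93 ± 0.16 against 9.10 ± 0.098, SD, n = 4). Bcas1, a protein of myelinating oligodendrocytes, fell by 0.62 (SE 0.089, adjusted p = 0.0059), Slc13a4, a sulfate transporter, by 0.68 (adjusted p = 0.031) and Cpne9, a calcium-dependent phospholipid-binding protein, by 0.78 (adjusted p = 0.016). 5230400G24Rik, now named Mff and needed for mitochondrial fission, fell by 1.01 (adjusted p = 9.6e-04) and was detected on 1 of 4 DMI-labelled HA arrays. As no background was subtracted, the size of this fall may be understated. The largest of the 7 rises was that of Tm9sf2, an endosomal membrane protein, at 1.04 (SE 0.15, adjusted p = 0.0059), while its 2 other probes detected on all 16 arrays had -0.047 (adjusted p = 0.95) and -0.076 (adjusted p = 0.88). Both tabulated probes of Slc7a14, a lysosomal amino acid transporter, rose by 0.91 and 0.86 (adjusted p = 0.011 and 0.018; another had 0.28, adjusted p = 0.018, short of the size limit), and S100a13, a calcium-binding protein, by 0.54 (adjusted p = 0.018).

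All 29 probes are in Table S2, and for each of them the 4 arrays of one label did not overlap with the 4 of the other. Over all probes 1491 (5.80%) did not overlap, where chance gives 2.86%. With no limit on the size, 85 probes passed (19 higher, 66 lower). At an unadjusted p under 0.05 and a log2 difference beyond 0.5 there were 66 (13 higher, 53 lower).

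A fit of the 8 HA arrays alone passed 69 probes and array weights 50, and leaving out 1 array passed from 8 (without HA saline replicate 1 or 3) to 28 (without HA DMI replicate 4). Without 1 array the adjusted p went as far as 0.130 for Tcf7l2, 0.0979 for Slc13a4 and 0.0739 for S100a13. It reached 0.0650 for Cpne9, and 0.0650 for the tabulated probe of Slc7a14 that rose by 0.86. With median scaling in place of quantile normalization 4 probes passed, 3 of them among the 29, and of the HA genes named in the text only 5230400G24Rik and Tm9sf2 were still called. The HA saline-labelled arrays resembled each other more than those of any other group, with a median SD of 0.0184 over gene lists against 0.0366 to 0.0683. With these 4 arrays averaged into 1 sample, an alternative chosen after seeing the data, 0 probes passed limma's test and 52 did at an unadjusted p (404 with no limit on the size).

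**Figure D1:**
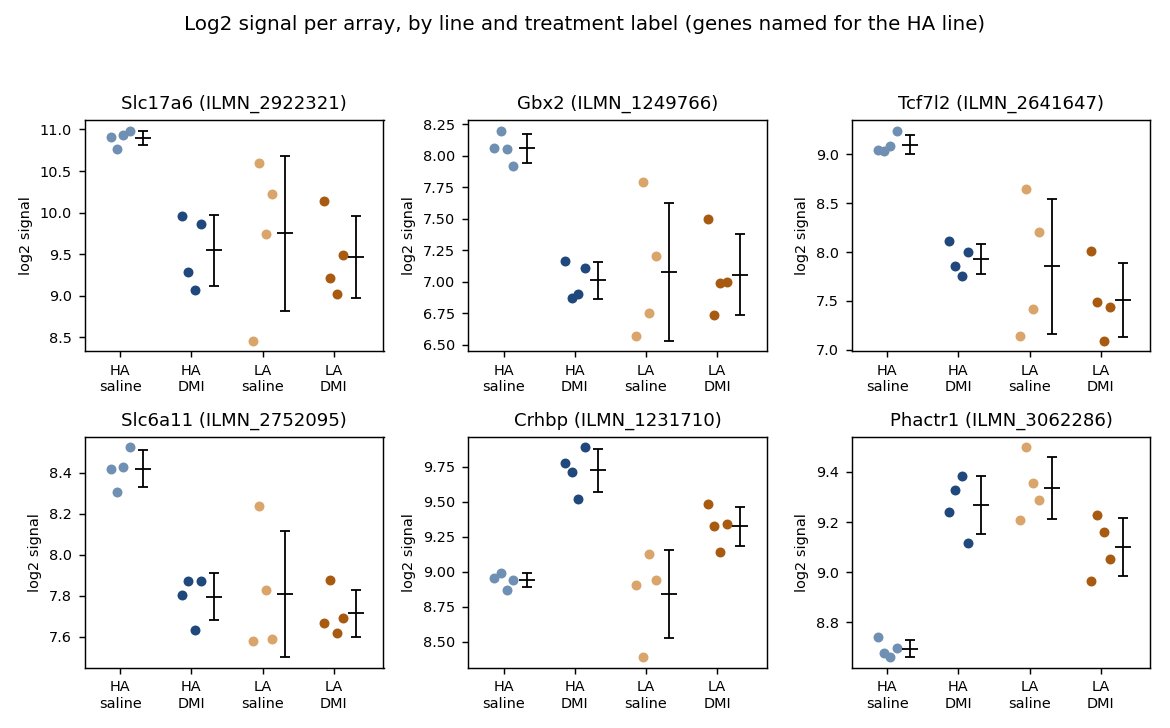
Normalized log2 signal (y axis) of Slc17a6, Gbx2, Tcf7l2, Slc6a11, Crhbp and Phactr1 in the 4 groups (x axis). Each point is an array, and the bars give the mean and SD of 4 arrays. For Tcf7l2 the HA saline-labelled arrays lie at 9.10 ± 0.098 and the HA DMI-labelled arrays at 7.93 ± 0.16.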

DMI treatment in LA animals resulted in upregulation of 28 transcripts and downregulation of 13 transcripts. 

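In LA mice 6 probes were lower and 2 were higher on the DMI-labelled arrays. The 6 lower probes are those of Ttr, Clic6, 1500015O10Rik (now named Ecrg4), Enpp2 and Prlr and 1 probe of Igfbp2. All 6 genes are on the list of choroid plexus epithelium, the tissue that secretes cerebrospinal fluid. Clic6, a chloride channel protein, fell by 1.14 (SE 0.20, adjusted p = 0.044 from limma; 7.90 ± 0.30 against 9.04 ± 0.58, SD, n = 4). Enpp2, the enzyme autotaxin, which makes lysophosphatidic acid, fell by 1.05 (SE 0.18, adjusted p = 0.044; 11.3 ± 0.32 against 12.4 ± 0.45). The 2 higher probes are those of Zfp330, a zinc finger protein, at 1.07 (SE 0.15, adjusted p = 0.020) and Slu7, a splicing factor, at 0.52 (SE 0.092, adjusted p = 0.044). This probe of Zfp330 was detected on all 4 DMI-labelled LA arrays and on 2 of 4 saline-labelled ones. With no background subtracted, the size of its rise may be understated. Another probe of Zfp330, detected on all 16 arrays, had -0.050 (adjusted p = 0.89), and another of Slu7 had 0.16 (adjusted p = 0.51).

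All 8 probes are in Table S3, and none of them overlapped between the labels. Over all probes 1015 (3.95%) did not overlap. With no limit on the size, 17 passed (5 higher, 12 lower), and at an unadjusted p with the limit on size 38 did (11 higher, 27 lower; 24 higher and 19 lower with median scaling). A fit of the 8 LA arrays alone passed 0 probes, against 34 at an unadjusted p (1798 with no limit on the size). With median scaling 2 passed, Ttr and Zfp330. Leaving out 1 array gave 0 without LA DMI replicate 3 (42 at an unadjusted p) or LA saline replicate 2 (19), 5 without LA DMI replicate 1 or 2, 4 without LA DMI replicate 4, and 31 without LA saline replicate 3. Without 1 array the adjusted p went as far as 0.124 for Clic6, 0.131 for Enpp2 and 0.128 for Slu7.

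**Figure D2:**
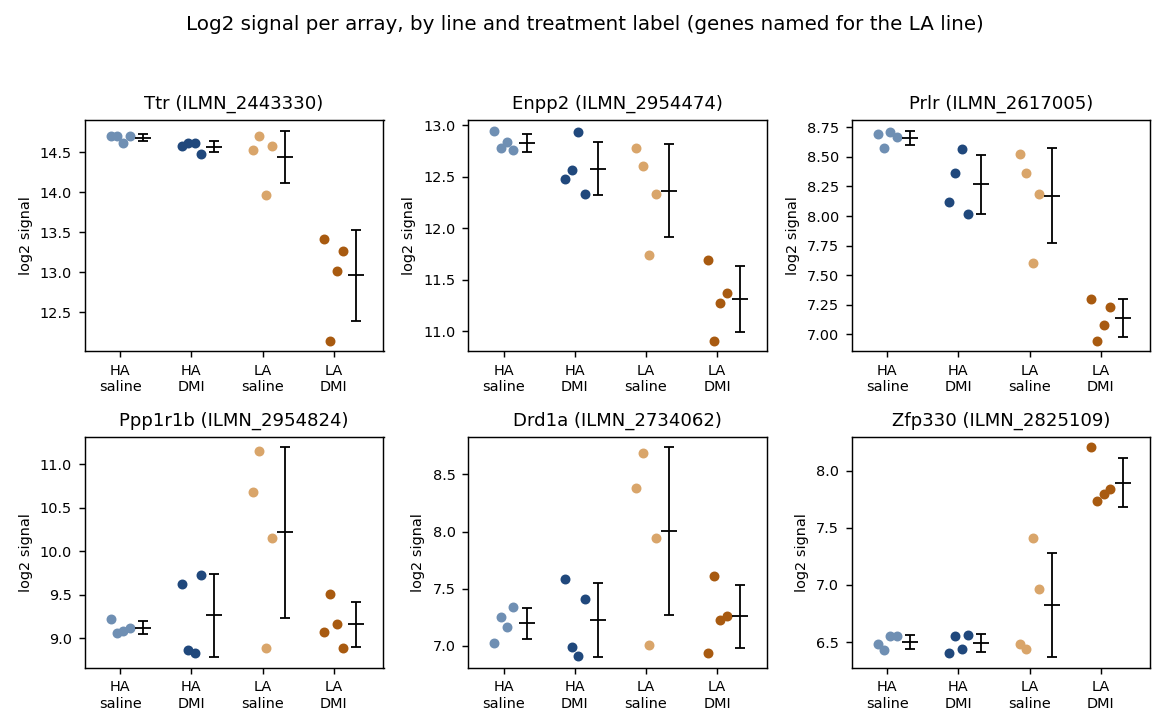
Normalized log2 signal (y axis) of Ttr, Enpp2, Prlr, Ppp1r1b, Drd1a and Zfp330 in the 4 groups (x axis). Each point is an array, and the bars give the mean and SD of 4 arrays. For Enpp2 the LA DMI-labelled arrays lie at 11.3 ± 0.32, and the LA saline-labelled arrays at 12.4 ± 0.45.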

The entire set of probes, with the corresponding gene names and the FC and p values that differed between the saline- and DMI-treated animals are presented in Additional files 2 and 3. 

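Table S2 holds 71 probes of 63 genes and Table S3 holds 41 probes of 39 genes. Many are genes of tissue that borders the hippocampus. Of the 63 HA genes 19 are on a list of thalamus and habenula markers, among them Calb2, Slc17a6 and Tcf7l2. Of the 39 LA genes 12 are on the list of choroid plexus epithelium, among them Ttr and Prlr, and 11 are on the list of striatal projection neurons, among them Drd1a and Rgs9. These marker lists were written after the tables had been read, so the overlaps are not independent evidence.

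The p column of both tables holds limma's unadjusted p. On the authors' normalized values an unadjusted p under 0.05 with a log2 difference beyond 0.5 gave exactly 71 HA probes and 41 LA probes, all of them in the tables. The largest tabulated p is 0.040 in HA and 0.0452 in LA. Of the tabulated probes, 32 in HA and 8 in LA had an adjusted p under 0.05 here, and the largest adjusted p was 0.54 and 0.56.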

All genes annotated to these probe sets were expressed in mouse hippocampus according to the Novartis Gene Expression Atlas [22]. The cell-type classification analysis of differentially expressed genes, according to Cahoy [23], the GeneCards® database [24] screening and Ingenuity Pathway Analysis® [25] of the major canonical pathways, revealed that most of these genes are characteristic of neurons and oligodendrocytes.

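In HA mice the genes that mark several cell types were lower as groups on the DMI-labelled arrays. Markers of the thalamus and habenula, which adjoin the hippocampus, had the largest shift. Their median log2 difference was -0.345 over 43 measured genes, of which 5 fell and 0 rose over all probes, and 31 fell when adjusted over the list alone. Irx2, a transcription factor detected on 2 of 4 DMI-labelled arrays, fell by 0.62 (adjusted p = 0.031 from limma, up to 0.109 without 1 array). As no background was subtracted, that size may be understated. Markers of oligodendrocytes and myelin had a median of -0.200 over 29 genes (4 fell over all probes, 6 adjusted over the list alone), a call lost with an estimated correlation (adjusted p = 0.0514). A probe of Mbp, the main myelin basic protein, was lower by a log2 difference of -0.34 (adjusted p = 0.033; 2 others -0.018 and -0.42, adjusted p = 0.99 and 0.21) and Olig1, a factor of the oligodendrocyte lineage, by -0.41 (adjusted p = 0.024), both short of the limit on size. The call of Mbp was lost whichever HA array was left out (adjusted p up to 0.120). That of Olig1 was kept only without HA DMI replicate 4 or HA saline replicate 4 (adjusted p up to 0.0822). Leptomeninges and fibroblasts had a median of -0.149 over 34 genes, of which 16 passed when adjusted over the list alone.

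In LA mice camera called 4 lists with its preset correlation, all lower, and only choroid plexus with an estimated one. Choroid plexus and striatum had the largest medians in size. Oligodendrocytes had -0.082 (adjusted p = 0.609 with an estimated correlation) and leptomeninges -0.042 (adjusted p = 0.552 with an estimated correlation). Without LA saline replicate 2 these medians were -0.0187 and 0.00054, and neither list was called. Choroid plexus epithelium had a median of -0.270 over 39 genes, of which 7 had an adjusted p under 0.05 over all probes and 27 when adjusted over the list alone, all lower. Striatal projection neurons had a median of -0.316 over 33 genes, of which 0 passed over all probes and 20 when adjusted over the list alone, all lower. In the counts over lists an adjusted p under 0.05 is the only limit.

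Each list was set against all other genes with limma's camera, which presets the correlation between genes, and p was adjusted over 20 lists. The adjusted p was 1.5e-29 for thalamus and habenula in HA (adjusted p = 0.0153 with an estimated correlation). It was 9.0e-11 for oligodendrocytes in HA (adjusted p = 0.0514 with an estimated correlation) and 9.7e-16 for leptomeninges in HA (adjusted p = 0.0375 with an estimated correlation). In LA it was 3.0e-31 for choroid plexus (adjusted p = 0.0301 with an estimated correlation) and 1.5e-16 for striatal neurons (adjusted p = 0.112 with an estimated correlation). Many members of these lists are in Tables S2 and S3, which were made from these arrays. Without the tabulated genes the medians were -0.146 for thalamus and habenula in HA (adjusted p = 0.0499 with an estimated correlation), -0.164 for choroid plexus in LA (adjusted p = 0.0678 with an estimated correlation) and -0.104 for striatal neurons in LA (adjusted p = 0.104 with an estimated correlation).

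By group, the mean of the thalamus and habenula genes was 0.34 ± 0.014 (SD, n = 4) on the HA saline-labelled arrays against -0.11 ± 0.12 on the HA DMI-labelled ones, -0.14 ± 0.16 in LA DMI and -0.086 ± 0.22 in LA saline. The HA saline arrays lay apart from the other 3 groups. For the striatal genes the LA saline-labelled arrays had the highest mean but spread widely, at 0.29 ± 0.30 against -0.093 ± 0.068 in LA DMI. Without LA saline replicate 2, 66.8% of the LA difference of the striatal genes outside the tables was left.

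**Figure D3:**
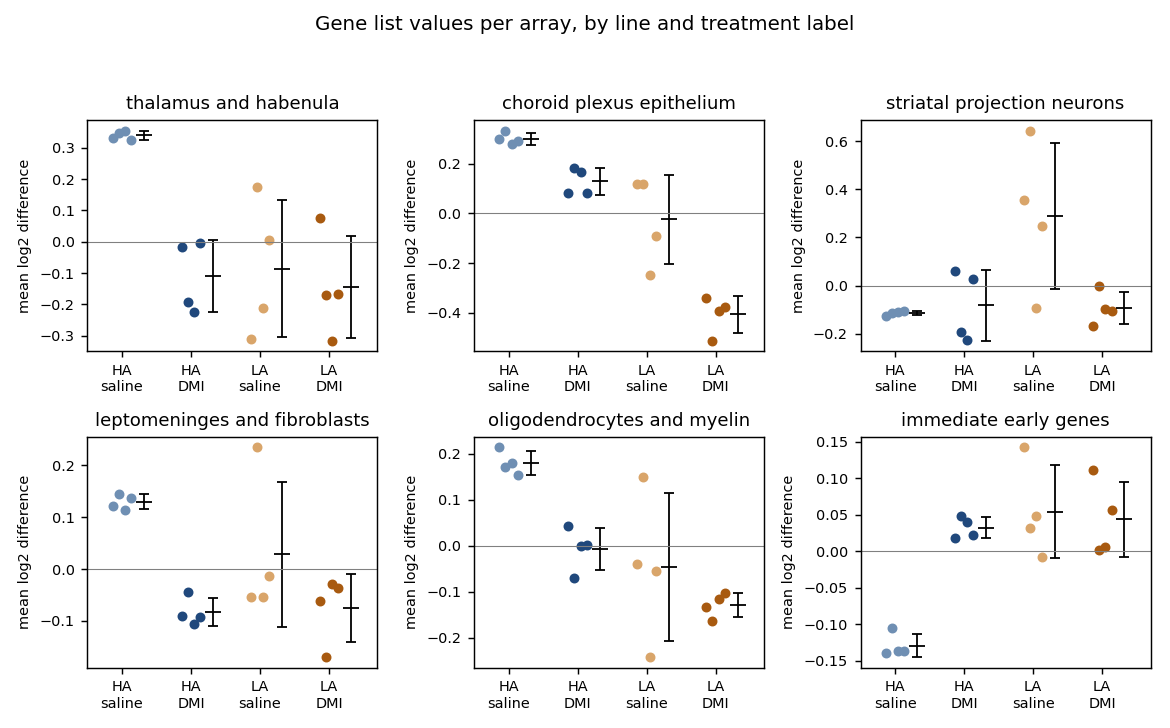
Mean log2 difference from the average of all arrays (y axis) for 6 gene lists in the 4 groups (x axis). Each point is an array, and the bars give the mean and SD of 4 arrays. Thalamus and habenula genes are highest on the HA saline-labelled arrays, at 0.34 ± 0.014.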

### Effect of desipramine on hippocampal transcriptome in HA line

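The 24 genes with a probe in Table S2 that the paper's results and discussion name as upregulated in HA, most of them under its terms, were measured by 25 tabulated probes. All 25 were lower on the DMI-labelled arrays, and 8 of them had an adjusted p under 0.05 from limma: Slc6a11, Sema3f, Gbx2, Elmo1, Arhgap24, Anxa2, Zic1 and Syt9. The study picked these genes on the same arrays, so their common direction is not independent evidence. Ptgds, the enzyme that makes prostaglandin D and a marker of the leptomeninges, had a log2 difference of -0.59 (SE 0.15, adjusted p = 0.104).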

DMI treatment in HA mice resulted in the upregulation of transcripts involved in 12 significant (p < 0.05) biological processes, 5 cellular components, 7 molecular function terms and 2 biochemical pathways. 

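Of the HA genes for transmitter transport, Slc6a11, the GABA transporter GAT3 of astrocytes, fell by 0.62 on the DMI-labelled arrays (SE 0.11, adjusted p = 0.023 from limma; 7.80 ± 0.11 against 8.42 ± 0.090, SD, n = 4). Rims3, a protein of the presynaptic release site, had a log2 difference of -0.87 (SE 0.26, adjusted p = 0.19). Over the 4 genes Slc6a9, Slc17a6, Slc6a11 and Rims3 the median was -0.747. Of them 1 was lower over all probes and 4 when adjusted over the list alone, which is not independent evidence, since the study chose them on these arrays. Slc17a6 is also on the thalamus and habenula list that fell in HA, and Slc6a9 and Slc6a11 are on the astrocyte list, with a median of -0.119 over 19 genes (camera, adjusted p = 2.5e-04, and adjusted p = 0.0153 with an estimated correlation; 1 lower over all probes, 1 higher and 3 lower when adjusted over the list alone).

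Some of the genes that the paper places under neurogenesis, cell motion, angiogenesis and behavior were lower as well. Gbx2, a homeobox factor of thalamic development, fell by 1.05 (SE 0.20, adjusted p = 0.030; 7.01 ± 0.15 against 8.06 ± 0.11). Sema3f, a repellent axon guidance signal, fell by 0.60 (SE 0.11, adjusted p = 0.027) at the tabulated probe, while of its other probes 1 had a difference of -0.36 (adjusted p = 0.40) and 1 was not detected on any array. Elmo1, which activates Rac with Dock proteins, fell by 0.62 (SE 0.13, adjusted p = 0.043), while its only other probe detected on all 16 arrays had -0.17 (adjusted p = 0.26). Vav3, a guanine exchange factor, had a difference of -0.56 (adjusted p = 0.074), and its other probe detected on at least 4 arrays had -0.062 (adjusted p = 0.86). Zic1, a zinc finger factor of thalamus and meninges, fell by 0.86 (adjusted p = 0.038). Arhgap24, which switches off Rac, fell by 0.53 (SE 0.055, adjusted p = 5.0e-04) at the tabulated probe, while its other probe, detected on 4 arrays, had -0.025 (adjusted p = 0.98). Anxa2, a membrane-binding protein of endothelium, had an adjusted p of 0.049 and a difference short of the limit on size. Rora, a nuclear receptor, had a difference of -0.83 (SE 0.19, adjusted p = 0.073).

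By the study's lists, all chosen on these arrays, 2 of 5 neurogenesis genes, 3 of 5 cell motion genes, 3 of 3 angiogenesis genes and 2 of 4 behavior genes were lower over all probes. When adjusted over the list alone all members of each list were lower. Gbx2, Ntng1 and Rora of the neurogenesis list are also thalamus and habenula markers, as are Gbx2 and Vav3 of cell motion and Chrna4 and Zic1 of behavior. Of these calls only that of Arhgap24 held whichever HA array was left out, and none held with median scaling. Those of Gbx2, Sema3f, Elmo1 and Anxa2 were lost whichever HA array was left out (adjusted p up to 0.103, 0.0966, 0.137 and 0.153). Without 1 array the adjusted p went as far as 0.123 for Zic1 and 0.0879 for Slc6a11.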

The biological process terms included neurotransmitter transport (p = 0.001) (*Slc6a9, Slc17a6, Slc6a11, Rims3*), cell motion (p = 0.002) (*Vav3, Sema3f, Gbx2, Efna5, Elmo1*), cell projection organization (p = 0.003) (*Vav3, Ntng1, Gbx2, Efna5*), angiogenesis (p = 0.005) (*Gbx2, Arhgap24, Anxa2*) axonogenesis/neuron differentiation/neuron projection (p = 0.004) (*Ntng1, Gbx2, Efna5, Rora*), behavior (p = 0.039) (*Ptgds, Sema3f, Chrna4, Zic1*) and neurogenesis (p = 0.048) (*Sema3f, Ntng1, Gbx2, Efna5, Rora*). The cellular component terms included elements of the cell junction (p = 0.0002) (*Cbln1, Slc17a6, Syt9, Chrna4, Arhgap24, Calb2, Anxa2, Rims3*), plasma membrane (p = 0.001) (*Slc6a11, Ntng1, Syt9, Arhgap24, Calb2, Rims3, Anxa2, Ly6a, Gng8, Slc6a9, Cbln1, Slc17a6, Chrna4*), and the synapse (p = 0.011) (*Cbln1, Slc17a6, Syt9, Chrna4, Rims3*). 

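Among the HA genes of synapse and membrane, Syt9, a calcium sensor for vesicle release, fell by 0.71 on the DMI-labelled arrays (SE 0.14, adjusted p = 0.037 from limma; 7.31 ± 0.35 against 8.01 ± 0.056, SD, n = 4). Calb2, the calcium buffer calretinin, is measured by 2 probes with log2 differences of -0.91 (adjusted p = 0.18) and -0.66 (adjusted p = 0.055). Cbln1, a synapse organiser, had a difference of -0.74 (SE 0.22, adjusted p = 0.20). Ly6a, a surface protein of endothelial cells, had differences of -0.60 in HA (adjusted p = 0.078) and 0.57 in LA (adjusted p = 0.17), and the difference between the lines was -1.17 (adjusted p = 0.12).

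Of 8 cell junction genes 3 were lower over all probes and 8 when adjusted over the list alone, and of 13 plasma membrane genes 4 and 13. These lists were chosen by the study on these arrays and are not independent evidence. Calb2, Cbln1, Chrna4 and Slc17a6 of the cell junction list are also thalamus and habenula markers. Without 1 array the adjusted p of Syt9 went as far as 0.12.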

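Slc6a9, the glycine transporter GLYT1, had a log2 difference of -0.51 between DMI-labelled and saline-labelled HA arrays (SE 0.12, adjusted p = 0.081 from limma; 9.29 ± 0.12 against 9.81 ± 0.075, SD, n = 4). The line difference was -0.49 (adjusted p = 0.51). Efna5, an ephrin that repels growing axons, had a difference of -0.50 (SE 0.17, adjusted p = 0.28), and its other probe, which was not detected on any array, had -0.05.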

The molecular function terms included amino acid transmembrane transport (p = 0.007) (*Slc6a9, Slc17a6, Slc6a11*) and chemorepellent activity (p = 0.01) (*Sema3f, Efna5*). To identify significantly over-represented pathways in the list of DMI-upregulated genes, we searched the KEGG database. In the hippocampus of HA mice, the significantly overrepresented pathways included chemokine signaling (p = 0.003) (*Gng8, Vav3, Prkcd, Elmo1*) and axon guidance pathways (p = 0.021) (*Sema3f, Ntng1, Efna5*).

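Of the HA genes of chemokine signaling, Prkcd, a protein kinase C that also marks thalamic neurons, had a log2 difference of -0.75 on the DMI-labelled arrays (SE 0.17, adjusted p = 0.077 from limma), and Gng8, a G protein subunit of the habenula, had -0.51 (SE 0.23, adjusted p = 0.53). Of the 4 genes with Vav3 and Elmo1, 1 was lower over all probes, Elmo1, and 4 when adjusted over the list alone. For axon guidance, Ntng1, a netrin relative of thalamic axons, had -0.63 (SE 0.19, adjusted p = 0.22; its other 2 probes -0.23 and -0.33, adjusted p = 0.10 and 0.20). Of the 3 genes with Sema3f and Efna5, 1 was lower over all probes and 3 when adjusted over the list alone. Both lists were chosen by the study on these arrays and are not independent evidence.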

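On the DMI-labelled HA arrays Phactr1, a neuronal regulator of actin and protein phosphatase 1, rose by 0.57 (SE 0.069, adjusted p = 0.0015 from limma; 9.27 ± 0.12 against 8.69 ± 0.034, SD, n = 4). The platform annotation gives this probe no symbol, so its name is the paper's. Fcer1g, a receptor chain of mast cells and microglia, rose by 0.54 (SE 0.092, adjusted p = 0.018). Arc, an immediate early gene of synapses, had a log2 difference of 0.79 (SE 0.18, adjusted p = 0.077), and Cplx2, a complexin of vesicle release, had 0.59 (SE 0.15, adjusted p = 0.11). Of the 5 genes Cplx2, Fcer1g, Npy, Arc and Phactr1, 2 rose over all probes and 5 when adjusted over the list alone, a list chosen by the study on these arrays and so not independent evidence.

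Arc was not alone among immediate early genes, which neurons switch on with activity. Their median was 0.112 over 28 genes, with 0 higher over all probes and 9 when adjusted over the list alone (camera, adjusted p = 2.1e-07, and adjusted p = 0.0123 with an estimated correlation). Junb, an AP-1 subunit, had a difference of 0.48 (adjusted p = 0.070), Dusp6, a phosphatase of ERK, 0.39 (adjusted p = 0.072) and Egr2 0.20 (adjusted p = 0.104). The calls of Phactr1 and Fcer1g were lost with median scaling and with the HA saline-labelled arrays averaged, and that of Fcer1g without HA DMI replicate 2 or HA saline replicate 1 or 3 (adjusted p up to 0.0750).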

The downregulated transcripts were involved in 6 significant (p < 0.05) biological processes and 1 cellular component term, including mast cell (p = 0.009) and myeloid leukocyte activation (p = 0,02), the regulation of response to external stimulus (p = 0.023) and vesicle-mediated transport (p = 0.029) (*Cplx2, Fcer1g, Npy, Arc*) and coding elements of synapses (p = 0.026) (*Phactr1, Arc, Cplx2*).

Moreover, as shown in Additional file 1: Table S1, DMI treatment resulted in the upregulation of neuronatin (*Nnat*), a factor involved in the modulation of dendritic calcium levels during homeostatic plasticity, and the downregulation of neuropeptide Y (*Npy*), which is implicated in a diverse range of biological actions, including anxiolysis and the control of gonadotrophin-releasing hormone or pituitary hormone secretion. 

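Nnat, a membrane protein of the endoplasmic reticulum that shapes calcium stores, had a log2 difference of -0.59 on the DMI-labelled HA arrays (SE 0.17, adjusted p = 0.165 from limma; 8.59 ± 0.33 against 9.18 ± 0.14, SD, n = 4). Npy, the peptide of a class of inhibitory neurons, had a difference of 0.57 (SE 0.17, adjusted p = 0.196; 9.72 ± 0.40 against 9.15 ± 0.16), and its DMI-labelled and saline-labelled arrays overlapped. Neither gene passed the test.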

DMI also caused the downregulation of corticotropin-releasing hormone-binding protein (*Crhbp*), which inactivates CRH. 

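Crhbp, which binds and sequesters corticotropin-releasing hormone, rose by 0.78 on the DMI-labelled HA arrays (SE 0.12, adjusted p = 0.0084 from limma; 9.72 ± 0.15 against 8.94 ± 0.052, SD, n = 4). In LA mice it had a log2 difference of 0.48 (SE 0.12, adjusted p = 0.16; 9.32 ± 0.14 against 8.84 ± 0.32), and the difference between the lines was 0.30 (adjusted p = 0.77). The test of a common effect over both lines gave 0.63 (adjusted p = 0.0036). The HA call was kept whichever HA array was left out. It was lost with median scaling and with the HA saline-labelled arrays averaged.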

For the list of GO functional category classifications of up- and down-regulated genes affected after DMI treatment in the HA line see Additional file 4.

### Effect of desipramine on hippocampal transcriptome in the LA line

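For the LA genes that the paper's results name as upregulated, most of them under its terms, among them Ppp1r1b, Otx2 and Ttr, 15 probes of 14 genes were compared, and all 15 were lower on the DMI-labelled arrays. Of these 5 had an adjusted p under 0.05 from limma, those of Ttr, Enpp2, 1500015O10Rik and Prlr and 1 of the 2 probes of Igfbp2. The study chose these genes on the same arrays, so their shared direction is not independent evidence.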

The genes upregulated in LA mice after DMI treatment are involved in 13 significant (p < 0.05) biological processes and 2 cellular component terms. 

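Genes of striatal projection neurons, the principal cells of the striatum, had lower values on the DMI-labelled LA arrays, and none of those named here passed the test over all probes. Ppp1r1b, the dopamine-regulated phosphatase inhibitor DARPP-32, had a log2 difference of -1.06 (SE 0.33, adjusted p = 0.33 from limma; 9.16 ± 0.26 against 10.2 ± 0.98, SD, n = 4). Its other probes had -0.48 (adjusted p = 0.24) and -0.02 (adjusted p = 0.97). Drd1a, the dopamine D1 receptor (now named Drd1), had -0.75 (SE 0.25, adjusted p = 0.37), Pde1b, a phosphodiesterase of cyclic nucleotides, -0.57 (SE 0.14, adjusted p = 0.19) and Rarb, a retinoic acid receptor, -0.57 (SE 0.14, adjusted p = 0.17). Rgs9, which shortens dopamine receptor signals, had the largest difference of the list, -1.77 (SE 0.43, adjusted p = 0.16), and Meis2, a homeobox factor, had -0.66 (adjusted p = 0.17). Otx2, a homeobox factor of choroid plexus, had -0.53 (SE 0.10, adjusted p = 0.061; 6.93 ± 0.099 against 7.46 ± 0.26).

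Of 4 behavior genes 1, Enpp2, was lower over all probes and 4 when adjusted over the list alone, and of 3 neurogenesis genes 0 and 3. The study chose both lists on these arrays, so the counts are not independent evidence. Drd1a, Pde1b, Ppp1r1b and Rarb are striatal markers, and Enpp2 and Otx2 are choroid plexus markers.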

The biological process terms included behavior (p = 0.021), including behavioral interactions (p = 0.045), mating (p = 0.016), reproduction (p = 0.028) and locomotory behavior (p = 0.048) (*Pde1b, Ppp1r1b, Enpp2, Drd1a)*, brain structure development, including striatum (p = 0.015), subpallium (0.019), eye (p = 0.022) and forebrain (p = 0.025), and neurogenesis (p = 0.03) (*Otx2, Rarb, Drd1a*). 

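Secreted proteins of the choroid plexus made up most of the LA genes of the extracellular space. 1500015O10Rik, now named Ecrg4, a secreted peptide precursor, fell by 1.13 on the DMI-labelled LA arrays (SE 0.17, adjusted p = 0.020 from limma; 7.50 ± 0.17 against 8.63 ± 0.47, SD, n = 4). Kl, the FGF co-receptor klotho, had a log2 difference of -0.66 (SE 0.14, adjusted p = 0.11) and Sostdc1, a BMP antagonist, had -0.50 (SE 0.13, adjusted p = 0.21). Tac1, the precursor of substance P and a striatal marker, had -0.86 (SE 0.28, adjusted p = 0.34). Of the 8 genes, with Ttr, Enpp2, Igf2 and Igfbp2, 4 were lower over all probes and 8 when adjusted over the list alone, a list the study chose on these arrays and so not independent evidence. All but Tac1 are on the choroid plexus list. The call of 1500015O10Rik was lost without LA DMI replicate 2 or 3 or LA saline replicate 2 (adjusted p up to 0.0679), and in the fit of the 8 LA arrays alone.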

The cellular component terms included elements of the extracellular space (p = 0.006) and extracellular region (p = 0.035) (*Ttr, Kl, Enpp2, Sostdc1, 1500015o10rik, Tac1, Igf2, Igfbp2*). The molecular function terms and biochemical pathways were not included in the list of upregulated genes in LA mice and were not statistically significant. 

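Among the genes higher on the DMI-labelled LA arrays, Csrp1, a LIM protein that binds actin, had a log2 difference of 1.17 (SE 0.54, adjusted p = 0.56 from limma; 9.52 ± 0.40 against 8.35 ± 1.5, SD, n = 4), which was 0.62 without LA saline replicate 2 and 1.71 without LA saline replicate 3. Cort, the peptide cortistatin of inhibitory neurons, had 0.33 (adjusted p = 0.17), and Vip, another such peptide, had 0.53 (adjusted p = 0.35). GABAergic interneuron genes had a median of 0.046 over 20 genes in LA, with 3 higher when adjusted over the list alone and 0 over all probes, which camera did not call (adjusted p = 0.13). In HA the same list had a median of 0.050, with 1 higher over all probes, Crhbp, and 5 higher and 1 lower when adjusted over the list alone (adjusted p = 0.014, and adjusted p = 0.0375 with an estimated correlation). This call was lost without the genes of Tables S2 and S3, with a median of 0.024 (adjusted p = 0.144), and the median was 0.0021 without HA DMI replicate 3. Principal cells of the hippocampus had a median of 0.080 in LA over 22 genes (adjusted p = 0.0537).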

The downregulated genes in the LA mice transcriptomes were not significantly enriched.

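The protein that carries thyroxine in cerebrospinal fluid, Ttr, had the largest fall that passed the test in LA mice, 1.49 on the DMI-labelled arrays (SE 0.20, adjusted p = 0.016 from limma; 13.0 ± 0.57 against 14.4 ± 0.33, SD, n = 4). Prlr, the receptor for prolactin, fell by 1.03 (SE 0.15, adjusted p = 0.020; 7.14 ± 0.16 against 8.17 ± 0.40). Igfbp2, which binds insulin-like growth factors, has 2 probes, of which 1 fell by 0.60 (SE 0.097, adjusted p = 0.034) and the other had a difference of -0.56 (SE 0.11, adjusted p = 0.077). Igf2 did not pass. With Igf2, 3 of these 4 genes were lower over all probes and 4 when adjusted over the list alone, a list chosen by the study on these arrays and so not independent evidence. All 4 are choroid plexus markers. The call of Ttr was lost without LA DMI replicate 3 or LA saline replicate 2 (adjusted p up to 0.0552), that of Prlr also without LA DMI replicate 2 (up to 0.0663), and both in the fit of the 8 LA arrays alone. That of Igfbp2 was lost without any LA DMI-labelled array and without LA saline replicate 2 (adjusted p up to 0.112).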

Notably, the transcripts upregulated after DMI treatment in LA mice include transthyretin (*Ttr*), the prolactin receptor (*Prlr*), insulin-like growth factor 2 (*Igf2*), and insulin-like growth factor binding protein 2 (*Igfbp2*), which are important genes involved in neuroprotection. For the list of GO functional category classifications of up- and down-regulated genes affected after DMI treatment in the LA line see Additional file 5*.*

### Quantitative real-time PCR (qPCR) for microarray validation

To validate the microarray results, 16 (8 from HA and 8 from LA) differentially expressed genes (DEGs) were selected for quantification using qPCR. The DEGs were selected from among the significant functional groups associated with neurotransmitter transport, immunity, cell differentiation, neurogenesis, axonogenesis, and calcium signaling and axon guidance pathways. The following genes were selected for the HA line: *Chrna4, Crhbp, Gbx2, Igf2, Nnat, Npy, Slc6a11*, and *Slc17a6*. 

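On the arrays, 2 of the 8 genes picked for qPCR in HA mice, Gbx2 and Slc6a11, were lower on the DMI-labelled side and 1, Crhbp, was higher at an adjusted p under 0.05 from limma. Adjusted over the list alone, 6 were lower and 2 higher, a list that the study chose on these arrays and that is not independent evidence. Chrna4, a subunit of nicotinic acetylcholine receptors abundant in thalamus, had a log2 difference of -0.69 (SE 0.18, adjusted p = 0.13; 7.92 ± 0.20 against 8.61 ± 0.11, SD, n = 4). Its other 2 probes had -0.48 (adjusted p = 0.40) and -0.09 (adjusted p = 0.79).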

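Of the 8 genes picked for qPCR in LA mice (Cckbr, Csrp1, Drd1a, Igf2, Igfbp2, Otx2, Prlr and Ttr), 3 were lower over all probes on the DMI-labelled arrays at an adjusted p under 0.05 from limma and none was higher. These are Ttr, Prlr and Igfbp2. Adjusted over the list alone 6 were lower and 2 higher, with Cckbr and Csrp1 the higher ones. The study chose the list on these arrays, so this is not independent evidence. Igf2, Igfbp2, Otx2, Prlr and Ttr are choroid plexus markers and Drd1a is a striatal one.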

The following genes were selected for the LA line: *Cckbr, Csrp1, Drd1a, Igf2, Igfbp2, Otx2, Prlr*, and *Ttr*. Differences in the expression revealed using microarray analyses were confirmed. 

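The genes drawn in Fig. 1 are not all those named in the text, so the arrays' values of the drawn genes are given here. In HA, Prkcb, a protein kinase C of principal neurons, had a log2 difference of 0.28 (SE 0.12, adjusted p = 0.53 from limma), and Slc17a7, the vesicular glutamate transporter VGLUT1 of hippocampal principal cells, had 0.16 (adjusted p = 0.91). Drd1a had 0.03 (adjusted p = 0.99) in HA. In LA, Mog, a myelin protein, had -0.17 (adjusted p = 0.62), Gpm6a, a neuronal membrane glycoprotein, -0.15 (adjusted p = 0.83) and Dgke, a diacylglycerol kinase, -0.10 (adjusted p = 0.85). Of the 6 drawn HA genes with a probe none passed the test, and of the 5 drawn LA genes 1 did, Ttr. The median over the HA genes was 0.0315 and over the LA genes -0.153. Of the paper's 10 candidate reference genes 8 were measured, with medians of -0.002 in HA and 0.018 in LA and no call in either line.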

The expression levels are shown in Figure 1. The DEGs identified through microarray tests were consistent with the qPCR results (R = 0.94, p < 0.0001).

**Figure 1:**
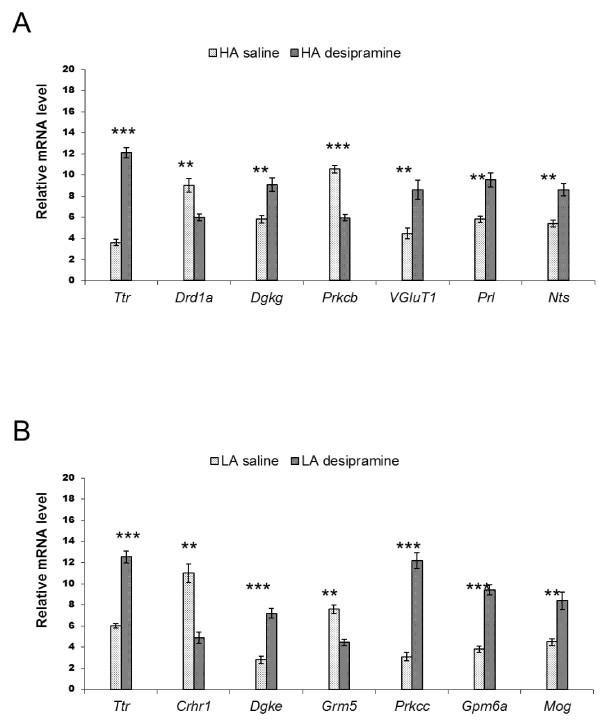
**Validation of expression of the selected genes by qPCR.** Saline-treated HA mice vs. desipramine-treated HA mice **(A)**; saline-treated LA mice vs. desipramine-treated LA mice **(B)**. Results are presented as means of relative mRNA levels in 12 individuals per experimental group; error indicators show ± S.E.M. Values differ significantly at *p < 0.05, **p < 0.01 or ***p < 0.001; qPCR values were normalized to geometric mean of the raw expression data of two reference genes: *Gapdh* and *Hprt1*. Abbreviations: qPCR, quantitative real-time RT-PCR; HA, high analgesia mice; LA, low analgesia mice; S.E.M., standard error of measurement or mean; *Tbp*, TATA box binding protein; *Hprt1*, hypoxanthine phosphoribosyltransferase 1.

## Discussion

Early comparisons of the constitutive gene expression profiles between the HA and LA lines identified 205 transcripts with different levels of mRNA in the hippocampi of non-stressed animals [8]. The results suggest that individual differences in depression-like behavioral patterns may be associated with the characteristics of the constitutive hippocampal transcriptome.

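Many genes differed between the saline-labelled arrays of the HA and LA lines. In this comparison, taken as HA minus LA, 305 probes passed limma's test, 138 higher and 167 lower in HA. Its arrays also enter the comparisons with DMI, so it is not independent of them. Hmgn2, a chromatin protein, was higher in HA by a log2 difference of 1.54 (SE 0.11, adjusted p = 1.7e-07), and a probe of Noct, a circadian phosphatase, by 1.27 (adjusted p = 4.1e-10), while another probe of Noct detected on all 16 arrays had -0.059 (adjusted p = 0.86). Cops8, a subunit of the COP9 signalosome, was lower by -2.78 (SE 0.077, adjusted p = 7.8e-14), and Enpp5, a membrane phosphodiesterase, by -2.34 (adjusted p = 2.6e-13). With median scaling, which shifted the median of all detected probes by 0.111 in this comparison, 403 were higher and 45 lower. With the HA saline-labelled arrays averaged into 1 sample, chosen after seeing the data, 77 passed.

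The difference between DMI-labelled and saline-labelled arrays was itself unlike in the 2 lines for 1 probe, that of Phactr1. It was larger in HA than in LA by 0.81 (SE 0.098, adjusted p = 0.0046), with -0.24 in LA (adjusted p = 0.28). Chance cannot be excluded for this count, since 6 of 100 drawn splits of the arrays gave as many probes or more (highest other 7). At an unadjusted p under 0.05, 1796 probes differed, where 1285 are expected by chance. Among the lists that camera called for this difference, immediate early genes had a median of 0.097 (adjusted p = 0.0453 with an estimated correlation) and striatal projection neurons 0.384 (adjusted p = 0.0876 with an estimated correlation). For the difference 0 probes passed with median scaling (781 at an unadjusted p), and 28 passed without LA saline replicate 2.

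A common effect over both lines passed for 13 probes, 3 higher and 10 lower on the DMI-labelled arrays. Choroid plexus and meningeal genes were among the lower ones. Wfdc2, a secreted protease inhibitor, fell by 0.50 (adjusted p = 0.030), and Clic6 by 0.81 (adjusted p = 0.015). These averages can rest mostly on 1 line, as for Ttr, with -0.80 (adjusted p = 0.017) in common and -0.12 (adjusted p = 0.95) in HA. With median scaling 0 passed, against 1334 at an unadjusted p. Across the 14583 detected probes the effects in HA and LA correlated with r = 0.169 and rho = 0.151, and 55.6% had the same sign. Chance cannot be excluded for this correlation, since 34 of 100 drawn splits of the arrays gave one as large in size. Probes are not independent replicates. Of the called probes 0 were shared by HA and LA. At an unadjusted p 4 were, those of AI427515, BC003993, Igf2 and Ly6a, 2 in the same direction and 2 in opposite directions. If every probe were equally likely to pass in each line, 0.098 would be expected. Probes that vary more may pass more often in both lines, which was not tested, so this is no measure of enrichment.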

The present study indicates that two different basal hippocampal transcriptomic profiles influenced the response to DMI, although common changes induced through drug treatments were also observed. The putative genes associated with the action of the ADs in the brain based on the literature search indicated that chronic AD treatments increase the levels of the cAMP response element-binding protein (CREB) mRNA and its receptor trkB in the hippocampus [26-28]. Furthermore, other transcription factors, such as Fos family members, are also increased in the brain after the chronic administration of ADs [29,30]. Antidepressant drugs produce antidepressant effects in the prefrontal cortex and hippocampus [31]. Experiments have demonstrated that antidepressants significantly affect the cAMP cascade, and a homologous pathway exists for all classes of antidepressants. However, other observations, using different biochemical and molecular assays, suggest limited changes. Thus, genes encoding cytochrome b [32], glyceraldehyde-3-phosphate dehydrogenase (GAPDH) [33], the RING-H2 finger motif gene [34], the cysteine string protein [35], the tetraspan protein [36], the GRB2 homeobox protein and the ribosomal protein L35a [37], isoforms of protein kinase C and cAMP-dependent protein kinase [38], the *Mss4* gene [39], VAMP2/synaptobrevin-2 [40], and GAP-43 [41] are regulated through treatment with antidepressants in different parts of the rodent brain. Long-lasting neuroadaptations likely include complex changes in the gene expression in the limbic system of the brain. For example, changes in the expression of *Crhbp* and *Npy* (downregulated in HA) after AD treatment have been reported [42]. Evidence of the importance of ion transport in the rat brain cortex has been shown in the context of antidepressant treatment [43,44]. Specifically, changes in gene expression coding elements of calcium and sodium channels were observed after 28 days of treatment with amitryptiline [45]. 

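In LA mice an enzyme and a receptor of calcium signalling had higher values on the DMI-labelled arrays. Adcy1, the calcium-stimulated adenylate cyclase, had a log2 difference of 0.56 (SE 0.14, adjusted p = 0.16 from limma; 9.74 ± 0.26 against 9.18 ± 0.34, SD, n = 4). Cckbr, the brain receptor for cholecystokinin, had 0.59 (SE 0.19, adjusted p = 0.34; 8.52 ± 0.61 against 7.93 ± 0.097), which was 0.33 without LA DMI replicate 1. Ryr3, a calcium release channel, had -0.44 (adjusted p = 0.14), and Adcy2 had 0.28 (adjusted p = 0.29). Over 42 genes of calcium signalling the median was -0.0082 and the mean 0.011, of opposite sign. Of them 0 passed over all probes, and 2 were higher and 1 lower when adjusted over the list alone (camera, adjusted p = 0.97). The median turned to 0.0343 with median scaling. In HA the same list had a median of 0.021 (adjusted p = 0.22), with 1 higher and 1 lower adjusted over the list alone. Adcy8 had -0.44 there (adjusted p = 0.057), and Camk2a, the abundant calcium-dependent kinase of principal neurons, 0.29 (adjusted p = 0.30).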

In the present study, downregulation of adenylate cyclase 1 (*Adcy1*) and the cholecystokinin B receptor (*Cckbr*) involved in calcium signaling occurred in the LA line. In the HA line, we observed the upregulation of neuronatin (*Nnat*). 

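A second probe of Nnat, detected on all 16 arrays, had a log2 difference of 0.08 in HA (SE 0.094, adjusted p = 0.92 from limma) and 0.10 in LA (adjusted p = 0.83). The probe in Table S2 had -0.19 in LA (adjusted p = 0.83), and its difference between the lines was -0.40 (adjusted p = 0.80).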

A recent study showed that Nnat adjusts dendritic calcium levels through the regulation of intracellular calcium storage, thus neuronatin might impact synaptic plasticity through the modulation of dendritic calcium levels during homeostatic plasticity, thereby potentially regulating neuronal excitability, receptor trafficking, and calcium dependent signaling in hippocampal neurons [46]. The results obtained in the present study, however, also implicate a number of novel “AD genes”. Among these, alterations in the expression of genes involved in neurogenesis (*Sema3f, Ntng1, Gbx2, Efna5, Rora, Otx2, Rarb, Drd1a*) and neuroprotection (*Ttr, Prl, Igf2*) are of particular interest.

### Effects of desipramine on genes related to neurogenesis

The chronic administration of antidepressants increases the proliferation and survival of neural stem cells and new neurons in the hippocampus [47-49]. Increased stem cell proliferation is required for the behavioral effects of antidepressants, suggesting that this effect might underlie the therapeutic action of antidepressant drugs on mood [50]. It takes weeks for newborn neurons to differentiate and mature into fully functional hippocampal granule neurons [51], suggesting that the gradual maturation of newly born dentate granule neurons might explain the delayed action of antidepressant drugs [52]. Specific gene expression profiles of neurogenesis in AD treatment have not been clearly identified, although according to Gene Ontology [53] classification, the upregulation of five genes in the HA line (*Sema3F, Ntng1, Gbx2, Efna5, Rora*) and three genes in the LA line (*Otx2, Rarb, Drd1a*) involved in neurogenesis, neurite outgrowth, and the proliferation and differentiation of neuronal progenitor cells were detected. 

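Markers of neural progenitors and immature neurons, a list apart from the study's genes, were not called as a group in either line. In HA their median log2 difference was 0.0125 over 22 genes (camera, adjusted p = 0.66), with 0 passing over all probes from limma and 0 when adjusted over the list alone. Sox4, a factor of newborn neurons, had 0.15 (adjusted p = 0.25), and Nes, the filament protein nestin of stem cells, had -0.16 (adjusted p = 0.39). In LA the median was 0.0041 (adjusted p = 0.92), with 0 over all probes and 1 lower when adjusted over the list alone, Dpysl3, a collapsin response mediator of growing axons, at -0.41 (adjusted p = 0.19 over all probes). Mcm6, of the replication helicase, had 0.25 in LA (adjusted p = 0.34). The sign of the median turned in LA with detected probes only, at -0.0043.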

*Igf2* should be added to the group of genes related to neurogenesis, as this gene was upregulated in both lines after DMI treatment.

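Igf2, a growth factor that choroid plexus and meninges make in large amounts, had a log2 difference of -0.59 in HA (SE 0.15, adjusted p = 0.105 from limma; 11.5 ± 0.10 against 12.1 ± 0.065, SD, n = 4) and -0.62 in LA (SE 0.15, adjusted p = 0.155; 11.0 ± 0.33 against 11.6 ± 0.34). The DMI-labelled and saline-labelled arrays did not overlap in either line. The difference between the lines was 0.03 (adjusted p = 0.99). The common effect over both lines passed the test, at -0.60 (adjusted p = 0.017), which did not hold with median scaling, where no probe passed. In the insulin-like growth factor system, 12 genes, the median was -0.026 in HA, with 0 over all probes and 1 higher and 4 lower when adjusted over the list alone (camera, adjusted p = 0.0368, and adjusted p = 0.0863 with an estimated correlation). This call held in 9 of 20 alternatives (medians from -0.0546 to -0.0075, adjusted p from 0.0153 to 0.513). It was lost without the genes of Tables S2 and S3 (adjusted p = 0.513) and without HA DMI replicate 3 (median -0.0115) or 4 (-0.0283) or HA saline replicate 4 (-0.0078). Without HA DMI replicate 1 or 2 or HA saline replicate 3 the median was -0.048, -0.0468 and -0.0454. Igfbp4, a binding protein, had 0.37 in HA (adjusted p = 0.18) and 0.49 in LA (adjusted p = 0.12).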

### Effects of desipramine on genes related to the chronic stress response

The analyses performed in the present work indicated a robust upregulation of *Ttr* gene-coding transthyretin (TTR) and the *Prlr* gene-coding prolactin receptor in the LA line, and in both lines, we observed the upregulation of the *Igf2* gene encoding somatomedin. 

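Ttr and Prlr passed the test in LA and not in HA, but the difference between the lines did not pass for either. For Ttr it was 1.37 in log2 (SE 0.28, adjusted p = 0.13 from limma), and for Prlr 0.64 (SE 0.21, adjusted p = 0.49), with -0.39 for Prlr in HA (adjusted p = 0.40). Choroid plexus markers as a group were lower on the DMI-labelled side in both lines. In HA their median was -0.133 over 39 genes, with 1 lower over all probes, Lbp, and 6 when adjusted over the list alone (camera, adjusted p = 1.6e-09, and adjusted p = 0.0863 with an estimated correlation). Lbp, which binds bacterial lipopolysaccharide, had -0.49 (SE 0.090, adjusted p = 0.027), short of the limit on size. Its call was lost whichever HA array was left out (adjusted p up to 0.0902). The median of the differences between the lines was 0.116 (adjusted p = 0.251 with an estimated correlation). By group, the mean of the choroid plexus genes was 0.13 ± 0.053 (SD, n = 4) in HA DMI, 0.30 ± 0.023 in HA saline, -0.41 ± 0.074 in LA DMI and -0.024 ± 0.18 in LA saline.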

TTR is a carrier protein and a major transporter of thyroid hormones and retinol in plasma and cerebrospinal fluid [54]. The clinical features of defects in TTR include seizures, stroke-like episodes, dementia and psychomotor deterioration. However, the antidepressant-like effect of the histone deacetylase inhibitor sodium butyrate (SB) upregulates transthyretin (*Ttr*), with simultaneous increases in histone H4 acetylation at the promoter of the *Ttr* gene [55]. Moreover, the genes, including *Ttr, Prl* and *Igf2*, whose hippocampal expression patterns were downregulated in four rat models of endogenous depression and chronic stress, represent a generalized molecular response to chronic stress [56]. In addition, stress has previously been shown to increase the expression of neuropeptide Y [57-59], which in the present study was downregulated in the HA line after DMI treatment. 

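For Npy the log2 difference was 0.35 in LA (adjusted p = 0.58 from limma), and the difference between the lines was 0.22 (adjusted p = 0.92). Genes of the stress hormone axis and of glucocorticoid response had a median of 0.063 in HA over 20 genes, with 1 higher over all probes, Crhbp, and 2 when adjusted over the list alone (camera, adjusted p = 0.0012, and adjusted p = 0.0153 with an estimated correlation). Without the genes of Tables S2 and S3 camera's adjusted p was 0.0535 (adjusted p = 0.119 with an estimated correlation). Tsc22d3, the glucocorticoid-induced leucine zipper, had -0.25 in HA (adjusted p = 0.42). In LA the median was 0.027 (adjusted p = 0.19), with 1 higher when adjusted over the list alone.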

Prolactin is a neuromodulator of behavioral and neuroendocrine stress in the rat [60,61]. The downregulation of brain prolactin receptors increased anxiety-related behavior, demonstrating an anxiolytic effect of PRL in the brain [61]. Furthermore the stress-induced increase of corticotropin secretion was reduced after the chronic intracerebroventricular infusion of PRL [61]. Fujikawa [62] showed that PRL levels increase in response to stress acting on the central nervous system to protect against acute stress-induced hypocalcemia. Moreover, a recent study on gene expression profiling in neural stem cells (NSCs) showed the upregulation of insulin-like growth factor 2 (*Igf2*) in the dentate gyrus (DG) compared with that in immature neurons. IGF2 selectively controls the proliferation of DG NSCs *in vitro* and *in vivo* through AKT-dependent signaling. Thus, the gene expression profiling of NSCs and progeny cells revealed that IGF2 is a novel regulator of adult neurogenesis [63]. Altogether, these findings suggest the possibility that the upregulation of transcripts for *Ttr, Prlr* in HA line, and *Igf2* in both lines might be involved in AD actions.

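The 4 genes Ttr, Prlr, Igf2 and Igfbp2 had lower values on the DMI-labelled HA arrays too, and none passed the test there over all probes from limma. Their median log2 difference in HA was -0.397, with 3 lower when adjusted over the list alone, which is not independent evidence, since the study chose the list on these arrays. Igfbp2 had -0.40 in HA (adjusted p = 0.097) at the probe that passed in LA and -0.23 (adjusted p = 0.60) at the other. The paper reads Ttr, Prlr and Igf2 as upregulated by DMI. It cites earlier reports that Ttr, Prl and Igf2 are lower in rat models of depression and chronic stress, that prolactin acts against anxiety and that IGF2 controls proliferation of neural stem cells. From these it raises the possibility that the upregulation of Ttr and Prlr, which it places here in the HA line, and of Igf2 in both lines is involved in the action of antidepressants.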

### Effects of desipramine on the genes involved in neurotransmitter transport

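Transporters of glutamate, GABA and glycine were called as a group in HA, but not without the genes of Tables S2 and S3, and not in LA. In HA the list of 18 genes had a median log2 difference of -0.053, with 1 lower over all probes from limma, Slc6a11, and 3 higher and 4 lower when adjusted over the list alone (camera, adjusted p = 0.0112, and adjusted p = 0.052 with an estimated correlation). Without the genes of Tables S2 and S3 the median was -0.029 over 15 genes (adjusted p = 0.51, and adjusted p = 0.54 with an estimated correlation). Slc1a2, the main glutamate transporter of astrocytes, had 0.24 in HA (SE 0.061, adjusted p = 0.11). In LA the median was -0.018 (adjusted p = 0.97), with 1 higher when adjusted over the list alone. Slc38a5, a glutamine transporter, had 0.28 in LA (adjusted p = 0.27), and Slc32a1, which loads GABA into vesicles, had -0.19 (adjusted p = 0.56).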

Among the genes involved in neurotransmission, microarray analysis revealed the upregulation of *Slc6a, Slc17a6, Slc6a11* (also *Glyt1, Vglut2 Gat3* respectively) and *Rab3. Glyt1* terminates the action of glycine through high affinity sodium-dependent reuptake into presynaptic terminals and plays a role in the regulation of glycine levels in NMDA receptor-mediated neurotransmission. *Vglut2* mediates the uptake of glutamate into synaptic vesicles at presynaptic nerve terminals of excitatory neural cells. *Gat3* terminates the action of GABA through high affinity sodium-dependent reuptake into presynaptic terminals and *Rab3* regulates synaptic membrane exocytosis. Because antidepressants inhibit GABA uptake, the upregulation of *Gat3* is an important factor in AD therapy. Tordera [64] showed that repeated treatment with fluoxetine, paroxetine or desipramine increased the abundance of *Vglut1* mRNA in the hippocampus, but did not increase the expression of *Vglut2* and *Vglut3* mRNA. The data obtained in the present study suggest that a course of AD drug treatment also increases the expression of *Vglut2*, another gene involved in the regulation of glutamate secretion, but only in vulnerable individuals, such as the HA mouse line.

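Slc17a6, the vesicular glutamate transporter VGLUT2 of thalamic neurons, had a log2 difference of -1.35 between DMI-labelled and saline-labelled HA arrays (SE 0.34, adjusted p = 0.104 from limma; 9.55 ± 0.43 against 10.9 ± 0.090, SD, n = 4). In LA it had -0.29 (adjusted p = 0.88; 9.47 ± 0.49 against 9.75 ± 0.93). The difference between the lines, -1.07, did not pass the test (adjusted p = 0.67). Of the 4 groups the HA saline-labelled arrays lay highest, as they did for the thalamus and habenula list to which Slc17a6 belongs.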

### The impact of desipramine treatment on HA and LA mouse lines

The objective of the present study was to characterize the transcriptional response to chronic desipramine treatment in the hippocampus of mouse lines displaying robust differences in the behavioral responses to ADs. In a previous study, we showed that desipramine, venlafaxine and aminosenktide shortened the immobility period of HA mice in the forced swim and tail suspension tests, but were ineffective in the LA line [5-7]. Moreover, at the molecular level, the lines were characterized by differences in the basal transcriptomic profile in the hippocampus, which indicates that selective breeding for swim SIA affected many aspects of hippocampal neuron physiology, including metabolism, structural changes, and cellular signaling [8]. The genes involved in calcium signaling pathways are upregulated in LA mice, while HA mice are characterized by the robust upregulation of *Klf5* and genes encoding receptors for neurotensin and GABA [8]. *Klf5* encodes the KLF5 zinc finger protein, which act as transcription factors that bind to GC box promoter elements and activate the transcription of these genes, depending on the DNA methylation status in the promoter regions. In turn, we observed that chronic mild stress (CMS) generated a self-contained response within each mouse line [10]. In the HA line, CMS affected several genes involved in chromatin modifications, suggesting a role for the epigenetic regulation of the stress response in the HA line. KLF5 is primarily localized in the hippocampus, which is the principal source of glutamatergic neurotransmission. These findings suggest that KLF5 gene expression is involved in glutamatergic neurotransmission [65]. 

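Receptors and enzymes of monoamine transmission, on which DMI acts, were not called as a group in either line. In HA their median log2 difference was 0.0097 over 28 genes (camera, adjusted p = 0.51), and in LA it was -0.027 (adjusted p = 0.086). Maob, which degrades monoamines, had -0.24 in HA (adjusted p = 0.21 from limma), and Drd2, the dopamine D2 receptor of striatal neurons, had -0.36 in LA (adjusted p = 0.48). Another of limma's tests, fry, which asks whether the genes of a list move one way on balance and does not compare them with other genes, gave an adjusted p of 0.0176 for LA. Between the saline-labelled arrays of the lines, calcium signalling genes had a median of -0.059 in HA minus LA, with 2 higher and 6 lower over all probes. Camera called this list, but not with an estimated correlation, which called no list in this comparison, and the median turned to 0.0376 with median scaling.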

Altogether, the previous and current results on the hippocampal transcription patterns of the genes involved in calcium signaling, GABA neurotransmission, ion transport, and glutamate transporters suggest a functional endpoint for structurally unrelated antidepressants and explain the differences observed in the lines in response to antidepressants.

## Conclusions

The gene expression patterns during ADs treatment could be very complex. Nevertheless, our study revealed a number of novel potential targets for antidepressant therapy, such as the *Npy*, *Crhbp*, *Ttr*, *Igfbp2*, *Prlr*, and genes involved in neurogenesis that were not previously linked to antidepressant action. Potential drug targets against the detrimental effects of stress and depression include also glutamate transporters, GABA neurotransmission, and neuro- and axonogenesis, and suggest that pharmacotherapy might be genotype dependent. Single nucleotide polymorphisms (SNPs), epigenetic statuses or epimutations in the regulatory elements of the identified genes should be considered in the pharmacogenomics of antidepressants. Genome wide gene expression profiling using two lines of mice bred for stress reactivity facilitates the elucidation of broader mechanisms underlying antidepressants effects.

## Competing interests

The authors declare no competing interests.

## Authors’ contributions

PL carried out the RNA extractions, RNA quality assessment, microarray analysis, gene expression data extraction, and normalization, bioinformatics, drafted the manuscript and was responsible for the study concept and design. GRJ carried out the DMI treatment. JG performed the statistical analysis. AMS carried out the qPCR assays. MW dissected the brain structures. LZ participated in the design of the study. AHS supervised the project and contributed to the final draft of the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Primers. List of primers for investigated genes. Click here for file

Additional file 2: Table S2 HA_SAL_HP_vs_HA_DES_HP. Lists of probe set for genes with altered expression after chronic desipramine treatment in the hippocampus of HA mice. Click here for file

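Each line of the table gives 1 probe with its log2 fold change, its p and the annotation of its gene, and the title names saline before desipramine. A positive value in the table is therefore a higher signal on the saline-labelled arrays. For Slc17a6, for example, the saline-labelled HA arrays have the higher mean. Of the 71 probes 2 have no gene name in the platform annotation used here.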

Additional file 3: Table S3 LA_SAL_HP_vs_LA_DES_HP. Lists of probe set for genes with altered expression after chronic desipramine treatment in the hippocampus of LA mice. Click here for file

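The table is built as the one for HA mice, with saline first in its title. Rgs9, Ttr and Clic6 head it, and all of them have a higher mean on the saline-labelled LA arrays. Of the 41 probes 3 have no gene name in the platform annotation used here.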

Additional file 4: Table S4 HA_GO_FAT. Gene Ontology categories of differentially expressed genes in the hippocampus of saline-treated HA mice vs. desipramine-treated HA mice. Significantly enriched (p < 0.05) gene ontology (GO) categories of differentially expressed genes (DEGs) in the hippocampus of saline-treated HA mice vs. desipramine-treated HA mice. GO categories shown in the figure consist of biological processes, molecular functions, cellular components and biochemical pathways terms. Click here for file

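Each line gives a category of Gene Ontology, the number of genes of the HA list that belong to it, a p from the enrichment tool and the genes. The sheet is named as a list of genes that are down, while its heading calls the same genes upregulated by desipramine. The genes of its first category, Slc6a9, Slc17a6, Slc6a11 and Rims3, have the lower mean on the DMI-labelled arrays. The enrichment was not computed again here.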

Additional file 5: Table S5 LA_GO_FAT. Gene Ontology categories of differentially expressed genes in the hippocampus of saline-treated LA mice vs. desipramine-treated LA mice. Significantly enriched (p < 0.05) gene ontology (GO) categories of differentially expressed genes (DEGs) in the hippocampus of saline-treated LA mice vs. desipramine-treated LA mice. GO categories shown in the figure consist of biological processes, molecular functions, cellular components and biochemical pathways terms. Click here for file

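The table is laid out as for HA mice. Its sheet too is named as a list of genes that are down, under a heading that calls them upregulated by desipramine. The first category is development of the striatum, with Rarb and Drd1a. Both have the lower mean on the DMI-labelled LA arrays, without passing the test.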

How the deposited data were processed for this re-analysis (not part of the article)

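RNA of the hippocampus was measured on 16 arrays of Illumina MouseRef-8 v2 BeadChips, read in 1 colour, for 4 groups of male mice: HA and LA mice given desipramine (DMI) or saline, with 4 arrays per group. By the paper's methods each group had 12 mice and each array holds pooled RNA of 3 of them, so that a group has 4 pools. The conditions were taken from the sample labels, which give the line, the treatment and a replicate number. The paper and the labels do not link arrays of the same number in different groups.

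The intensity values were made by the authors with the array reader, as deposited: a linear signal per probe and array, with no normalization between arrays and no background subtraction from negative controls. The reader's software and its version are not given in the sources used here. The p-value values beside them are, per the file headers, the detection p of each probe, which sets a probe's signal against the negative controls of its own array. The log2 values were made by the authors, per their methods, from the same signals with the R packages beadarray and limma, by log2 transformation and quantile normalization over the 16 arrays. Every array of these log2 values has the same distribution, with a median of 6.69, and they were used as an alternative. Their scale and normalization could be found by setting them against the signals, so neither stayed unknown.

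Signals were put on the log2 scale and quantile normalized over all 16 arrays in R 4.3.3 with limma 3.58.1, which gave a median of 6.70 on every array. No background was subtracted. All 25697 probes were tested with lmFit and eBayes, with 1 mean per group and a spread shared by the 16 arrays. The comparisons were DMI-labelled minus saline-labelled arrays in HA and in LA, the difference between these (HA minus LA), their mean (the common effect), and HA minus LA on the saline-labelled arrays. A probe passed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 difference over 0.5, the thresholds of the paper's methods. For the difference between the lines the adjusted p was the only threshold. Counts at an unadjusted p under 0.05 with the same limit on size are given too, since they are the ones that match the size of Tables S2 and S3. Values of groups are means with the SD of 4 arrays, and SE is that of limma's log2 difference.

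A probe was called detected on an array at a detection p under 0.05, and counted as detected where this held on at least 4 arrays, as for 14583 probes. Gene names came from the platform annotation, updated through gene IDs to the GRCm38.p6 annotation. Of the probes 23978 had 1 gene symbol, 0 had several and 1719 had none, and 23962 gene IDs were found in the reference. For the probes of Ly6a (in both Tables S2 and S3), Phactr1, Prlr and Enpp2 the platform annotation gives no symbol, and the tables' own symbol was used. Probes in these tables carry the tables' symbol in the text, with the current one where it differs and the gene is discussed. In tests of gene lists each of 16597 genes was taken at the probe with the highest mean signal.

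The comparisons, the alternatives, the gene lists and the rule for the genes named were fixed before the data were examined, but after Tables S2 and S3 and the text had been read, whose values count as seen. The rule names every gene that the paper's results or discussion call changed by desipramine, at its tabulated probe. Its other probes were fitted too and are given mainly where they bear on a call. It adds up to 10 of the largest rises and 10 of the largest falls among probes that passed in each line with no overlap between the labels. It adds up to 5 of each for the difference between the lines and for the saline-labelled arrays, or the 5 probes with the smallest p where fewer than 5 passed. It also adds up to 4 members of each gene list discussed, those with the smallest p, and genes whose probes disagree in sign at an unadjusted p under 0.05. Names given only to show which genes make up a count or a common effect were chosen after their values were seen.

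The 20 gene lists tested were 13 of cell types and neighbouring tissues and 7 of function. The first are choroid plexus epithelium, leptomeninges and fibroblasts, striatal projection neurons, thalamus and habenula, neocortical layers, hippocampal principal cells, GABAergic interneurons, oligodendrocytes and myelin, astrocytes, microglia, endothelium, smooth muscle and pericytes, and blood. The second are immediate early genes, neural progenitors and immature neurons, monoamine receptors and enzymes, calcium signalling, transporters of glutamate, GABA and glycine, the stress hormone axis with glucocorticoid response, and the insulin-like growth factor system. Each was tested with limma's camera at a preset correlation of 0.01 between genes, adjusted over 20 lists per comparison, again with the correlation estimated from the arrays, and with fry. Lists that the study chose on these arrays, its reference genes, genes it lists from earlier antidepressant studies and a check of sex were counted but not tested this way. Of the 43 measured thalamus and habenula genes 35 were detected, 1 is on another marker list and 19 are in Table S2. Of the 39 choroid plexus genes 32 were detected, 2 are on another marker list and 12 are in Table S3, and of the 33 striatal genes these numbers are 27, 1 and 11.

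The fit was tested on simulated log2 values with independent noise, drawn with each probe's own SD within groups. Changes of 0.5 were called at an adjusted p under 0.05 for 59 of 67 probes (88.1%), of 0.75 for 67 of 67 and of 1 for 66 of 66. Among 25497 unchanged probes 12 were called, and in a comparison with no change 0 of 25697. At an unadjusted p under 0.05, camera called 50 of 50 simulated lists of 25 probes shifted by 0.2 and 3 of 50 lists with no shift. The members of these lists were uncorrelated, so this gives no rate of false calls for lists whose genes move together. The precision rests on the 4 arrays per group, not on a depth of counting.

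The alternatives were neqc background correction (offset 16, background inferred from the detection p), median scaling, the authors' log2 values, detected probes only, the 8 arrays of a line alone, array weights, the replicate number as a block, and leaving out each array in turn. For lists they were also the estimated correlation, fry, the lists without genes of Tables S2 and S3, and the mean over detected probes of a gene. Averaging the HA saline-labelled arrays into 1 sample was added after seeing that they differ little from one another. A fit with the BeadChip as a block was not run, since the slide of each array is not given in the sources used here. After it was seen that some weak values turned their sign between alternatives, the set of results compared across alternatives was narrowed. Other probes of a named gene detected on fewer than 4 arrays were left out of it unless Fig. 1 draws the gene. So were lists not called for the difference between lines or for the saline-labelled arrays, in these comparisons. A list's direction was taken as the sign of its median.

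Other splits of the arrays were counted over all 35 splits of 8 arrays into 4 and 4, and for results over both lines over 100 drawn of 2450 combinations. For tests of explanations the spread of a value was taken as the SD over 500 bootstrap draws of the genes or probes it was computed on. The rule that a value decides only beyond its bound by this spread was added after the values were seen, and only moved results to undecided. The correlation between list values inside and outside the tables was tested, with 100000 permutations within groups, after the values were seen. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The qPCR measurements behind Fig. 1 and the enrichment analysis behind Tables S4 and S5 were not analysed here.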

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

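The 3 tests of the direction, the test for arrays of the same animals, the correlation of list values and the rule that a value decides only beyond its spread were chosen only after the results they measure were seen.

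All probes of Tables S2 and S3 ran opposite between the labelled arrays to the direction in which the paper reads them. With the sign turned, 112 of 112 lay within 0.001 of the authors' normalized values, so the tabulated numbers are saline-labelled minus desipramine-labelled means. The largest mismatch in size was 1e-06, so the labels group the arrays as the authors' own analysis did. This argues against a single label changed after that analysis. An array wrongly labelled before it would give the same match, so that was not tested. Treatment labels exchanged in both lines cannot be told apart from a sign read the other way, because only 11 of the 14 bars of Fig. 1 could be compared and 7 of these ran opposite. Both with an unadjusted p under 0.05, Prkcb in HA (0.28) and Ttr in LA (-1.49), ran opposite to their bars, and no biological explanation was tested. The sheets of Tables S4 and S5 are named as lists of genes that are down, which runs with the labels. Their headings call the same genes upregulated, so this does not settle the direction either.

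Markers of thalamus and habenula in HA, and of choroid plexus and striatum in LA, were lower on the DMI-labelled arrays, with medians of -0.146, -0.164 and -0.104 outside Tables S2 and S3. A candidate explanation is a varying amount of neighbouring tissue in the dissected hippocampus, for which no sort was used, and abundant markers had group means of 13.0 to 14.7 for Ttr, 9.47 to 10.9 for Slc17a6 and 9.12 to 10.2 for Ppp1r1b. Within groups the list value of these members rose and fell with that of the tabulated ones (r = 0.870, 0.874 and 0.898), while single members correlated at a median of 0.399, 0.506 and 0.295 (spread 0.116, 0.0696 and 0.161), against at most 0.0099 for random detected probes. A single array as the source is argued against for thalamus (87.2% left) and choroid plexus (82.2% left), as is array brightness for choroid plexus by r (-0.0995), though rho was -0.368 (permutation p = 0.132). For choroid plexus the median outside the tables (-0.164) and that correlation of single members (0.506) both met the bounds set before the data were examined. Only the rule on spread, added after the values were seen, left this test undecided. For thalamus and striatum the correlation did not reach its bound. Neighbouring tissue cannot be told apart from a change within these tissues, since genes of 1 tissue may move together in either case. For striatum, LA saline replicate 2 stays open (66.8% left without it, past the planned bound by less than its spread), as does brightness (r = 0.452). For thalamus brightness (r = 0.32) stays open, and for all 3 an untested drug or line effect.

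The correlation of the 2 list values was computed over 16 arrays with group means removed, as 3 relations with arrays permuted within groups. For thalamus r was 0.870 (permutation p = 0.0019, adjusted 0.0028) and rho 0.915 (permutation p = 0.0024, adjusted 0.0072), with r = 0.913 without the 2 arrays farthest from the median of the tabulated members. For choroid plexus r was 0.874 (permutation p = 0.0015, adjusted 0.0028) and rho 0.865 (permutation p = 0.0059, adjusted 0.0088), with r = 0.870 without 2 arrays. For striatum r was 0.898 (permutation p = 0.0066, adjusted 0.0066) and rho 0.794 (permutation p = 0.0088, adjusted 0.0088), with r = 0.775 without 2 arrays.

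The relation of these list values to the mean signal was computed over 16 arrays with group means removed, as 3 relations with arrays permuted within groups. For striatum r was 0.452 (permutation p = 0.0321, adjusted 0.0962) and rho 0.571 (permutation p = 0.0312, adjusted 0.0937), with r = 0.450 without the 2 arrays farthest from the median signal. For thalamus r was 0.32 (permutation p = 0.318, adjusted 0.476) and rho 0.235 (permutation p = 0.435, adjusted 0.435), with r = 0.0565 without 2 arrays, so what relation there is rests on those. For choroid plexus r was -0.0995 (permutation p = 0.623, adjusted 0.623) and rho -0.368 (permutation p = 0.132, adjusted 0.198), with r = -0.0644 without 2 arrays. The median of the mean signal was higher on the DMI-labelled than on the saline-labelled arrays, at 388 against 354 in HA and 297 against 280 in LA, with overlapping ranges. A positive relation would then raise the striatal and thalamus lists on the DMI-labelled arrays, not lower them. None of these relations had an adjusted p under 0.05, so their sign is not sure.

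The saline-labelled HA arrays had the lowest SD of the 4 groups in 15 of 20 gene lists. Over the 200 probes that vary most in the other groups, their median SD was 1.35 times that over all detected probes (spread 0.063). The ratio was 1.85 to 2.08 in the other groups, each over its own 200 probes, those that vary most outside that group. RNA of the same animals on all 4 arrays may give a ratio as low, but cannot be told apart from other sources of uniformity, since the ratio lies within its spread of the bound set for it. For lower array noise, the SD over the 200 least variable probes was 0.915 times (spread 0.041) that of the nearest group. This passed the bound set beforehand for arguing against such noise, but by less than its spread. Lower noise stays open only by the rule on spread, added after the values were seen. The paper's methods describe separate pools, and a smaller spread among these mice stays open as untested.

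Splits of the arrays other than by label were fitted the same way, which takes every array as a separate sample. For the HA saline-labelled arrays this stays open, and with them averaged into 1 sample 0 HA probes pass from limma (404 at an unadjusted p), 0 for the common effect (995) and 77 for the saline-labelled arrays of the lines, so what follows holds only if they are separate samples. Where the real split ranks highest, chance is argued against but not excluded, since 1 of 35 is the lowest share these splits can give. The results were not adjusted for the number tested. Chance is argued against in this way for the HA count, where 1 of 35 splits, the real one, gave 29 and the highest other gave 0. The same holds for the HA count at an unadjusted p (66, highest other 18) and for the saline-labelled arrays of the lines (305, highest other 0). For the LA count the real split led by a margin of 1 probe (8, highest other 7). That count was 0 without LA DMI replicate 3 or LA saline replicate 2. For the common effect 2 of 100 gave as many, within the bound set, but another split gave more (13, highest other 14). Chance cannot be excluded for LA at an unadjusted p (38, highest other 39, 2 of 35). It cannot be excluded for the difference between the lines (1, highest other 7, 6 of 100). There a split with several times the real count may point to a structure of the arrays other than their labels, whose source was not tested. Nor can chance be excluded for the correlation of the effects in HA and LA (0.169, highest other 0.407, 34 of 100).

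Single arrays lay far from the other 3 of their group in 10 of 160 groups tested (Dixon's test), where chance gives about 1 in 20, or 8, and 4 of the 10 are in LA saline replicate 2. In LA saline replicate 2 the list of leptomeninges and fibroblasts was at 0.235 (others -0.0549 to -0.0133). Its calcium signalling list was at -0.0618 (others 0.0553 to 0.0743) and its transporter list at 0.145 (others -0.0609 to -0.038). Igfbp2 (ILMN_1236788) was at 8.45 in LA saline replicate 2 (others 8.01 to 8.05) and at 7.73 in LA DMI replicate 3 (others 7.47 to 7.48). In LA DMI replicate 2 Igf2 was at 10.5 (others 11.1 to 11.2) and the list of the insulin-like growth factor system at -0.119 (others -0.00098 to 0.0086). The blood list was at -0.0209 in LA DMI replicate 3 (others 0.0254 to 0.0316). Immediate early genes were at -0.106 in HA saline replicate 2 (others -0.139 to -0.136). The stress hormone axis was at 0.0563 in HA DMI replicate 4 (others 0.0247 to 0.0284).

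Between the lines, taken as HA minus LA, the difference of Phactr1 was 0.81 (adjusted p = 0.0046 from limma). Camera called 8 lists for this difference, of which immediate early genes (0.097, adjusted p = 0.0453) held with an estimated correlation. The others were striatal projection neurons (0.384, adjusted p = 0.0876 with an estimated correlation), thalamus and habenula (-0.329, 0.0876), endothelium (-0.158, 0.0876), astrocytes (-0.152, 0.0644), choroid plexus (0.116, 0.251), leptomeninges (-0.114, 0.407) and oligodendrocytes (-0.064, 0.448). That of oligodendrocytes was called in 23 of 27 alternatives, with a median of -0.0028 without LA saline replicate 3, where the call was lost (adjusted p = 0.402), -0.153 without LA saline replicate 2 and -0.106 without HA DMI replicate 1.

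Among results the paper does not analyse, 305 probes differed between the saline-labelled arrays of the lines. Outside Tables S2 and S3, the median in HA was -0.130 for leptomeninges and fibroblasts (adjusted p = 0.0736 with an estimated correlation), -0.162 for oligodendrocytes and myelin (adjusted p = 0.108 with an estimated correlation) and 0.0998 for immediate early genes (adjusted p = 0.0139 with an estimated correlation).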

How the results depend on the processing

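Averaging the 4 HA saline-labelled arrays into 1 sample was chosen after seeing that they differ little, and it assumes that this lone sample varies like the other groups. The set of weak values compared across settings was narrowed after some had turned their sign, as described with the processing. Unless said otherwise the cause of a changed value was not tested. A block for the BeadChip was not run. Signal over background limits the dim probes, since 14583 of 25697 were detected on at least 4 arrays. Under neqc, which subtracts background, 34 of the 71 HA and 10 of the 41 LA tabulated differences moved beyond their error, and all kept their sign.

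Of 202 values of named genes 49 were called, and none of the called ones turned its sign under any setting. Calls were lost for 35 with median scaling, 33 of 40 with the HA saline-labelled arrays averaged, 20 with neqc, 9 of 38 in fits of 1 line's 8 arrays, 1 with array weights, 1 with the authors' log2 values and 31 without some single array. Of 56 values of lists 32 were called, and 23 of these calls were lost with an estimated correlation, 9 with fry, 8 without genes of Tables S2 and S3 and 7 without some single array.

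With median scaling the HA count was 4 against 29, the LA count 2 against 8, the difference between lines 0 (781 at an unadjusted p) and the common effect 0 (1334 at an unadjusted p), by limma. It called 7 lists in LA against 4. With neqc 300 HA probes (85 higher, 215 lower) and 196 LA probes (72 higher, 124 lower) passed at an unadjusted p against 66 and 38, and 3 passed for the difference between lines, 26 for the common effect and 820 for the saline-labelled arrays. Detected probes only gave 2 for the difference, with fewer probes to adjust over. The 8 arrays of a line alone gave 69 in HA (12 higher, 57 lower) and 0 in LA (1798 at an unadjusted p). Such a fit has fewer arrays to estimate the spread, which alone would not raise the HA count. It also takes its spread and normalization from that line only. The median SD of detected probes was 0.0932 in HA DMI and 0.0856 in HA saline, against 0.0956 in LA DMI and 0.111 in LA saline. Array weights gave 50 in HA. With the HA saline-labelled arrays averaged 0 passed in HA (404 at an unadjusted p), 0 for the difference (520), 0 for the common effect (995) and 77 for the saline-labelled arrays, from fewer samples. With an estimated correlation camera called 7 lists in HA against 12, 1 in LA against 4, 1 for the difference against 8 and 0 for the saline-labelled arrays against 8 (fry called 11), and fry called 4 for the difference. The correlation of the effects in HA and LA, 0.169, was 0.152 over all probes, 0.156 with neqc and 0.170 with the authors' log2 values.

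The replicate number as a block gave 27 probes in HA, 3 in LA against 8 and 2 for the difference between lines against 1, with 9 calls of named genes and 1 of lists lost. The numbers do not pair the arrays. Over 24 pairs of the same number the deviations from the group means correlated at -0.385 to 0.237, with 7 over 0.1, and 4 of 16 arrays correlated best with an array of their own number.

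Without single arrays the HA count ran from 8 to 28: 8 without HA saline replicate 1 or 3, 10 without HA DMI replicate 2, 14 without HA DMI replicate 1, 16 without HA saline replicate 4 and 17 without HA DMI replicate 3 or HA saline replicate 2. The LA count ran from 0 to 31: 0 without LA DMI replicate 3 (2302 at an unadjusted p) or LA saline replicate 2 (2226), 4 without LA DMI replicate 4, 5 without LA DMI replicate 1 or 2 and 31 without LA saline replicate 3. At an unadjusted p LA ran from 19 without LA saline replicate 2 to 60 without LA saline replicate 3, and HA from 60 to 78. The difference ran from 1 to 28: 28 without LA saline replicate 2, 14 without LA saline replicate 3 and 2 without LA DMI replicate 2 or HA DMI replicate 1 or 2. The common effect ran from 6 to 24: 6 without LA DMI replicate 2, 7 without HA saline replicate 4, 8 without LA DMI replicate 4, LA saline replicate 2, HA DMI replicate 1 or HA saline replicate 1, 21 without LA saline replicate 1 and 24 without LA saline replicate 3. The saline-labelled arrays gave 253 to 354, and the correlation ran from 0.0465 without LA saline replicate 2, over 0.105 without LA DMI replicate 2, to 0.240. Lists called were 12 to 13 in HA, 2 (without LA DMI replicate 2 or LA saline replicate 2) to 6 in LA, 8 to 10 for the difference and 5 (without LA saline replicate 1 or 3) to 9 for the saline-labelled arrays.

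Of the called lists 1 turned its sign with a setting, calcium signalling between the saline-labelled arrays, to 0.0376 with median scaling, and 1 without an array, leptomeninges in LA (-0.0639 to 0.00054, the highest without LA saline replicate 2). Lists that were not called turned as follows. With median scaling in LA, astrocytes went to 0.0851, microglia to 0.0016, immediate early genes to 0.0105 (0.0024 with neqc), calcium signalling to 0.0343 and insulin-like growth factors to 0.0474 (0.0116 as the mean over detected probes). Without genes of Tables S2 and S3 in LA, smooth muscle went to 0.0016, transporters to 0.0020 and insulin-like growth factors to 0.0441. With detected probes only progenitors in LA went to -0.0043, and with array weights smooth muscle in HA to 0.0021.

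Without single arrays the HA medians ran from -0.0035 to 0.0588 for striatal neurons, -0.00087 to 0.0618 for microglia, -0.0177 to 0.0069 for smooth muscle, -0.0029 to 0.0281 for blood, -0.0120 to 0.0293 for progenitors and -2.8e-05 to 0.0112 for monoamine genes. The LA medians ran from -0.0869 to 0.0195 for thalamus, -0.0414 to 0.0353 for astrocytes, -0.0543 to 0.0089 for microglia, -0.0509 to 0.0412 for endothelium and -0.0169 to 0.0316 for smooth muscle. They ran from -0.0135 to 0.0276 for blood, -0.0376 to 0.0165 for immediate early genes, -0.0084 to 0.0172 for progenitors, -0.0246 to 0.0116 for calcium signalling, -0.0476 to 0.0088 for transporters and -0.0296 to 0.0363 for insulin-like growth factors. Of genes that were not called, Drd1a in HA ran from -0.0918 to 0.132, Nts in HA from -0.0320 to 0.0578 and Crhr1 in LA from -0.0454 to 0.0047. Other probes of Arhgap24 (ILMN_2750062) in HA ran from -0.0524 to 0.0147 and of Ppp1r1b (ILMN_1253473) in LA from -0.0707 to 0.0159.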

Differences from the paper's values

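The tests of direction, which are the match with the sign turned and the tally of the bars of Fig. 1, were chosen only after the results were seen. The paper's direction is set against saline-labelled minus DMI-labelled arrays, the direction of Tables S2 and S3, so that its upregulated transcripts are those lower on the DMI-labelled arrays.

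For HA mice the paper's text gives 71 transcripts at an adjusted p, where 29 passed here at the same stated thresholds. Of the alternatives set before the data were examined, the fit of the 8 HA arrays alone (69) and array weights (50) came within 1.5 times of the paper's 71. The others did not: neqc 33, median scaling 4, the authors' log2 values 31, detected probes only 39, the replicate block 27 and single arrays left out 8 to 28. The paper's 57 upregulated HA transcripts stand against 22 lower on the DMI-labelled arrays, which are 22 up on the paper's scale. The fit of the 8 HA arrays alone gave 57. Neqc (22), median scaling (3), the authors' log2 values (23), detected probes only (29), array weights (37), the replicate block (20) and single arrays left out (4 to 17) stayed apart. The paper's 14 downregulated HA transcripts stand against 7 higher on the DMI-labelled arrays, 7 down on the paper's scale. Neqc (11), detected probes only (10), the 8 HA arrays alone (12), array weights (13) and leaving out HA DMI replicate 3 (10) or 4 (11) came within 1.5 times. Median scaling (1), the authors' log2 values (8), the replicate block (7) and the other left-out arrays (4 to 7) did not.

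For LA mice the paper's text gives 41 transcripts, where 8 passed. Only leaving out LA saline replicate 3 (31) came within 1.5 times, against neqc 7, median scaling 2, the authors' log2 values 8, detected probes only 12, the 8 LA arrays alone 0, array weights 7, the replicate block 3 and other left-out arrays 0 to 8. The paper's 28 upregulated LA transcripts stand against 6 lower on the DMI-labelled arrays, 6 up on the paper's scale. Leaving out LA saline replicate 3 gave 28, and neqc (6), median scaling (1), the authors' log2 values (6), detected probes only (9), the 8 LA arrays alone (0), array weights (6), the replicate block (2) and other left-out arrays (0 to 6) stayed apart. The paper's 13 downregulated LA transcripts stand against 2 higher on the DMI-labelled arrays, 2 down on the paper's scale. No alternative came within 1.5 times: neqc 1, median scaling 1, the authors' log2 values 2, detected probes only 3, the 8 LA arrays alone 0, array weights 1, the replicate block 1 and left-out arrays 0 to 4. The counts of 0 in LA came from limma, with 34 probes at an unadjusted p beyond the size limit in the fit of 8 arrays, 42 without LA DMI replicate 3 and 19 without LA saline replicate 2.

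At an unadjusted p with the same limit on size the counts were 66 in HA (53 up and 13 down on the paper's scale) and 38 in LA (27 and 11), within 1.5 times of the paper's. The authors' log2 values gave exactly 71 (57 and 14) and 41 (28 and 13) at an unadjusted p. Once the sign was turned, all 112 tabulated log2 fold changes differed from those here by less than the larger SD of the probe's 2 groups. The largest difference was 0.0207 in HA and 0.0238 in LA. Both sets of values come from the same arrays, so a close match says little.

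The direction that the paper gives its genes is opposite to that between the labelled arrays. The HA genes with a probe in Table S2 that its results and discussion name as upregulated were lower on the DMI-labelled arrays at 25 of 25 probes, and those named there as downregulated were higher at 6 of 6. LA genes named there as upregulated were lower at 15 of 15 probes, and Adcy1 and Cckbr, named there as downregulated, were higher. Of the qPCR bars of Fig. 1 with a probe here, 3 of 6 in HA and 4 of 5 in LA ran opposite.

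Several genes the paper names as changed passed here only in some settings. In HA, detected probes only called Arc, Calb2, Ly6a, Prkcd, Rora, Slc6a9 and Vav3. The 8 HA arrays alone called Arc, Calb2, Cbln1, Chrna4, Efna5, Igf2, Nnat, Ntng1, Prkcd, Ptgds, Rims3, Rora, Slc17a6, Slc6a9 and Vav3. Array weights called Arc, Calb2, Chrna4, Cplx2, Igf2, Ly6a, Npy, Prkcd, Ptgds, Rora, Slc17a6 and Vav3, with Ntng1 and Slc6a9 short of the size limit, and leaving out HA DMI replicate 2 called Ly6a. In LA, detected probes only called Otx2 and the second probe of Igfbp2, and leaving out LA saline replicate 3 called Drd1a, Igf2, Igfbp2, Kl, Otx2, Pde1b, Ppp1r1b, Rarb and Sostdc1. Gng8 in HA and Adcy1, Cckbr, Csrp1 and Tac1 in LA passed in none of the settings run.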

Other observations

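Vessel genes in HA and the contrast of the saline-labelled arrays of the lines add to the picture of the hippocampus. Of the tests in this part, the averaging of the HA saline-labelled arrays, 1 of the 16 alternatives for HA genes, was chosen only after the result was seen, as were some of the genes described. Endothelial genes were lower as a group on the DMI-labelled HA arrays, with a median of -0.120 over 17 genes (camera, adjusted p = 2.6e-06, and adjusted p = 0.0368 with an estimated correlation; 1 lower over all probes, 4 adjusted over the list alone). Esam, an adhesion molecule of endothelial junctions, had a log2 difference of -0.34 (adjusted p = 0.039 from limma, short of the size limit; 0.012 to 1 over 16 alternatives), and lost its call without any 1 of the 8 HA arrays (adjusted p up to 0.131). Vwf, the clotting factor of endothelium, had -0.36 (adjusted p = 0.25) and Slc2a1, the glucose transporter of the blood-brain barrier, -0.31 (adjusted p = 0.27). Plekhb1, a protein of myelinating cells, fell by 0.53 (adjusted p = 0.018), a call lost without HA DMI replicate 1 or 2 or HA saline replicate 1 or 3 (adjusted p up to 0.0674) and kept in 10 of 16 alternatives (0.0024 to 1). Of meningeal genes, Bgn, a small proteoglycan, had -0.40 (adjusted p = 0.025) and Gjb2, a gap junction protein, -0.38 (adjusted p = 0.035; another probe -0.15, adjusted p = 0.68), both short of the size limit. Without any 1 of the 8 HA arrays the call of Gjb2 was lost (adjusted p up to 0.131; 0.0083 to 1 over 16 alternatives), as was that of Bgn except without HA saline replicate 3 (adjusted p up to 0.0879; 0.0065 to 1). Genes of hippocampal principal cells were higher as a group, with a median of 0.076 over 22 genes (0 over all probes, 3 adjusted over the list alone; adjusted p = 3.9e-04, and adjusted p = 0.0763 with an estimated correlation). Spink8 had 0.64 (adjusted p = 0.10) and Wfs1, of the endoplasmic reticulum in CA1 cells, 0.35 (adjusted p = 0.11).

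On the saline-labelled arrays, markers of choroid plexus, thalamus and myelin were higher and striatal and activity genes lower in HA than in LA mice, by camera with the preset correlation, and every one of these calls was lost with an estimated one. The same saline-labelled arrays enter the comparisons with DMI, so these differences are not independent of those within the lines. For thalamus and habenula the HA saline-labelled arrays lay apart from all other groups, so a difference between the lines as such is not shown. Choroid plexus had a median of 0.279 over 39 genes (15 higher over all probes, 25 adjusted over the list alone), with Wfdc2 at 1.10 (adjusted p = 9.0e-05 from limma) and Lbp at 0.85 (adjusted p = 1.8e-05). Thalamus and habenula had 0.343 over 43 genes (18 and 24 higher), with Tcf7l2 at 1.25 (adjusted p = 0.0039) and Zic1 at 1.18 (adjusted p = 4.0e-04). Oligodendrocytes had 0.215 over 29 genes (9 and 13 higher), with Car2, a carbonic anhydrase, at 0.61 (adjusted p = 1.5e-04). Astrocytes had 0.135 over 19 genes (4 higher and 2 lower; 6 and 3 adjusted over the list alone), and leptomeninges 0.037 over 34 genes (4 and 7 higher). Striatal projection neurons had -0.351 over 33 genes (12 and 19 lower), with Meis2 at -0.83 (adjusted p = 0.0042). Immediate early genes had -0.111 over 28 genes (8 and 11 lower), with Arc at -0.97 (adjusted p = 0.0032) and Egr1 at -0.64. With an estimated correlation the adjusted p was 0.120 for 5 of these lists, 0.10 for immediate early genes and 0.532 for leptomeninges, so none was called that way, and without LA saline replicate 1 or 3 only 5 lists were called. The call of leptomeninges was lost without LA saline replicate 1, 3 or 4, and that of astrocytes without LA saline replicate 1 or 3 or HA saline replicate 3 or 4. The median was -0.188 for striatal projection neurons without LA saline replicate 2 and 0.134 for oligodendrocytes without LA saline replicate 3. Sema5a, an axon guidance protein, was higher in HA by 1.39 (adjusted p = 8.7e-05) and Tmem106b, a lysosomal protein, by 1.32 (adjusted p = 4.9e-05). Both detected probes of Rusc2 were lower, at -2.01 (adjusted p = 7.2e-06) and -1.87 (adjusted p = 1.3e-05). A probe of Casp9, an initiator of apoptosis, was lower at -1.999 (ILMN_1217061, adjusted p = 7.8e-14) and detected on 2 of 4 HA arrays, so with no background subtracted its size may be understated. Another probe of Casp9 (ILMN_2674731) had 0.27 (adjusted p = 0.0752).

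Other lists were not called, or were called only with the preset correlation. Microglia had a median of 0.041 over 18 genes in HA (1 higher over all probes, Fcer1g, 2 adjusted over the list alone; adjusted p = 0.0547) and -0.025 in LA (0 and 0; adjusted p = 0.934). Cx3cr1 had 0.23 in HA (adjusted p = 0.21), and Laptm5 had 0.22 in LA (adjusted p = 0.36). Smooth muscle had -0.0096 over 12 genes in HA, with a mean of -0.114 (0 over all probes, 2 lower adjusted over the list alone; adjusted p = 0.202), and -0.0065 in LA (adjusted p = 0.923). Blood had 0.0093 over 7 genes in HA (adjusted p = 0.884) and 0.0092 in LA (adjusted p = 0.969). Neocortical layers had 0.024 over 18 genes in HA (adjusted p = 0.467) and 0.055 in LA (adjusted p = 0.783). Striatal neurons had 0.023 in HA (adjusted p = 0.193). In LA, leptomeninges had -0.042 (1 lower over all probes, Igfbp2, 2 adjusted over the list alone; adjusted p = 7.6e-04, and adjusted p = 0.552 with an estimated correlation; median 0.00054 without LA saline replicate 2). Oligodendrocytes had -0.082 in LA (adjusted p = 0.0092, and adjusted p = 0.609 with an estimated correlation), called in 14 of 19 alternatives (medians from -0.170 to -0.0162, smallest in size with median scaling; adjusted p from 1.8e-07 to 0.753). The median was -0.0187 without LA saline replicate 2 (adjusted p = 0.753), -0.170 without LA saline replicate 3 and -0.126 without LA DMI replicate 3, and the call was lost without LA DMI replicate 2 (adjusted p = 0.0578). Endothelium had 0.016 in LA (2 higher adjusted over the list alone; adjusted p = 0.705), thalamus and habenula -0.044 (adjusted p = 0.193), astrocytes -0.020, with a mean of -0.0054 and a test that ranked them upward (adjusted p = 0.923), and immediate early genes -0.012 (adjusted p = 0.911). Insulin-like growth factors had -0.0082 in LA, with a mean of -0.044 (1 lower over all probes, 2 higher and 3 lower adjusted over the list alone; adjusted p = 0.858).

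The 9 genes that the paper lists from earlier antidepressant studies had medians of -0.034 in HA and -0.031 in LA, with 0 called over all probes from limma in either line and 1 lower in HA when adjusted over the list alone. Of 5 genes for a check of sex 4 were measured, with medians of -0.039 in HA and -0.00028 in LA and 0 called.

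For some genes the probes disagree in sign with an unadjusted p under 0.05. In HA these are 9 of 154 genes with at least 2 such probes: Arfgap2, Capzb, Edem2, Fbxo9, Ghsr, Hsd11b1, Lyz1, Phldb1 and Tmem25. In LA they are 18 of 125: Acsl6, Cdh8, Ddx39b, Efcab6, Gatb, Ghr, Hsd3b2, Jam2, Kcna10, Lman2l, Mprip, Mpv17, Nfatc1, Pcsk4, Pml, Prmt5, Sdcbp and Snapc3. None of these probes passed at an adjusted p. For the difference between the lines the smallest p after Phactr1 were those of Spata7 (0.41, adjusted p = 0.115), Ly6a (-1.17, 0.115), Zfp35 (0.65, 0.126) and Arhgap24 (-0.43, 0.126), none of which passed.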
